# Oligomeric Forms of Human Amyloid-Beta(1–42) Inhibit Antigen Presentation

**DOI:** 10.3389/fimmu.2020.01029

**Published:** 2020-06-05

**Authors:** Christoph Gericke, Anna Mallone, Britta Engelhardt, Roger M. Nitsch, Maria Teresa Ferretti

**Keywords:** Alzheimer's Disease, antigen presentation, amyloid-beta (Aβ) 1-42, microglia, CNS border-associated macrophages, CNS dendritic cells, T-cell activation and proliferation

## Abstract

Genetic, clinical, biochemical and histochemical data indicate a crucial involvement of inflammation in Alzheimer's disease (AD), but harnessing the immune system to cure or prevent AD has so far proven difficult. Clarifying the cellular heterogeneity and signaling pathways associated with the presence of the AD hallmarks beta-amyloid and tau in the brain, would help to identify potential targets for therapy. While much attention has been so far devoted to microglia and their homeostatic phagocytic activity, additional cell types and immune functions might be affected in AD. Beyond microglia localized in the brain parenchyma, additional antigen-presenting cell (APC) types might be affected by beta-amyloid toxicity. Here, we investigated potential immunomodulatory properties of oligomeric species of beta-amyloid-peptide (Aβ) on microglia and putative APCs. We performed a comprehensive characterization of time- and pathology-dependent APC and T-cell alterations in a model of AD-like brain beta-amyloidosis, the APP-PS1-dE9 mouse model. We show that the deposition of first beta-amyloid plaques is accompanied by a significant reduction in MHC class II surface levels on brain APCs. Furthermore, taking advantage of customized *in vitro* systems and RNAseq, we demonstrate that a preparation containing various forms of oligomeric Aβ1-42 inhibits antigen presentation by altering the transcription of key immune mediators in dendritic cells. These results suggest that, beyond their neurotoxic effects, certain oligomeric Aβ forms can act as immunomodulatory agents on cerebral APCs and interfere with brain antigen presentation. Impaired brain immune surveillance might be one of the factors that facilitate Aβ and tau spreading in AD.

## Introduction

Alzheimer's disease (AD) is a neurodegenerative disease leading to progressive loss of cognitive and memory functions, ultimately resulting in dementia syndrome. AD brains present with the accumulation of beta-amyloid plaques composed of aggregated neurotoxic beta-amyloid peptide (Aβ) and neurofibrillary tangles of abnormally phosphorylated tau protein (1). Genetic evidence has unequivocally identified immune pathways as key drivers of AD susceptibility (2). In fact, several neuroinflammatory changes in the phenotype and functionality of immune cells occur in AD (3). Prominent examples are microglia, the innate resident immune cells of the brain parenchyma. Microglia migrate toward beta-amyloid plaques (4), surround them and initiate inflammasome activation (5), secretion of pro-inflammatory cytokines (6, 7) as well as upregulation of phagocytosis and antigen presentation-related genes (8). Being a crucial regulator of brain homeostasis, the immune system could be an ideal target for treatment. However, past attempts to inhibit (9, 10) or harness (11) immune pathways proved to be non-beneficial in AD patients. Such clinical failures underscore our yet incomplete understanding of the cellular heterogeneity and signaling pathways involved in AD. In particular, recent observations of a dural lymphatic system (12, 13) as well as lymphatic vessels being the major outflow pathway for cerebrospinal fluid (CSF) (14), indicate that the brain might be effectively connected with secondary lymphoid organs and subjected to immune surveillance, with a variety of CNS and blood-derived immune cells involved (15).

Brain immune surveillance relies on antigen-specific memory T-cells, which monitor the CNS by circulating through CSF-filled compartments, searching for their cognate antigenic material presented on antigen-presenting cells (APCs) via major histocompatibility complexes (MHC class I or II). Professional APCs with high surface MHC class II (MHC-II) expression are normally absent from brain parenchyma, but present in CSF-filled compartments, including leptomeningeal and choroid plexus dendritic cells (DCs) (16) as well as non-parenchymal macrophages at CNS boundaries (perivascular spaces, leptomeninges and choroid plexus) (17). However, parenchymal APCs such as microglia can up-regulate MHC-II surface levels after activation (18). Reactivation of T-cells upon detection of cognate antigens presented by APCs licenses them for parenchyma access (19) and leads to downstream effector functions. T cell effects vary according to the CNS milieu, ranging from homeostatic regulation of neurogenesis, removal of pathogens and cancer cells, to synaptic pruning and neuronal toxicity (20–23). Alterations of immune surveillance are closely linked to brain pathology (24) but their role in AD is not fully elucidated (25). In the context of AD, impaired immune surveillance might lead to immune evasion of Aβ aggregates and uncontrolled plaque deposition. Indeed, it has been shown that mice lacking MHC-II harbor increased beta-amyloid plaques and inflammation (26). On the other hand, overt immune activation of patrolling T-cells might cause neuronal toxicity.

In a previous study, we have shown that late-stage beta-amyloid accumulation in aged transgenic mouse models of AD-like cerebral beta-amyloidosis is accompanied by reduced MHC-II expression per single APC and by reduced frequency of T-cells secreting pro-inflammatory cytokines IFNγ and TNFα (27). These results suggested that beta-amyloid aggregation is associated with impaired brain immune surveillance, potentially via inhibitory effects on APCs.

Here, we explored the immunomodulatory effects of Aβ *ex vivo* and *in vitro*. First, we defined the precise temporal relationship between beta-amyloid accumulation and MHC-II expression as well as T-cell alterations by using transgenic mouse models with robust beta-amyloid deposition. Second, to prove a direct effect of beta-amyloid on APCs, we used *in vitro* assays of antigen presentation with primary DCs to test the immune-altering properties of human recombinant oligomeric Aβ species.

## Materials and Methods

### Transgenic Animals

All mice were on a congenic C57BL/6J background. We used amyloid precursor protein (APP)-overexpressing heterozygous Swedish/APP-PS1-dE9 mice (B6.Cg-Tg (APPswe, PSEN1dE9)85Dbo/J, termed “APP-PS1” throughout this manuscript), co-expressing KM670/671NL-mutated chimeric mouse/human APP (the so-called Swedish mutation) and exon9-deleted presenilin-1 (PS1-dE9) under the control of the mouse prion protein promoter (28). Within each experimental group, equal numbers of genotypes (APP-PS1 transgenic vs. age-matched, non-transgenic littermate controls) and genders were distributed. The covariate 'gender' had no effect on age- and genotype-analysis. Heterozygous T-cell receptor transgenic B6.Cg-Tg(TcraTcrb)425Cbn/J mice (termed “OT-II” throughout this manuscript) expressing a T-cell receptor specific for chicken ovalbumin (OVA) in the context of MHC-II (29) were used as T-cell source for antigen presentation assays. Non-transgenic C57BL/6J mice were used as source for bone marrow-derived progenitor cells for antigen presentation assays. The mice were kept under OHB-conditions on a 12 h light, 12 h dark cycle. Food and water were provided *ad libitum*. All animal experiments were approved by the Swiss cantonal veterinary office (Canton Zurich, license numbers 145/2014 and 064/2017). This manuscript adheres to the ARRIVE guidelines.

### Mouse Tissue Extraction

Mice were deeply anesthetized via ketamine-xylazine (ketamine: 20 mg/ml; xylazine: 2 mg/ml) injection at 10 μl per gram bodyweight, followed by transcardial perfusion for 2 min with cold phosphate buffered saline (PBS). After complete drainage of blood circulation, brains were immediately extracted and brain regions of interest were dissected. For these experiments, we used only the cerebrum, i.e., the brain without cerebellum and olfactory bulbs. Control tissues such as spleen and inguinal lymph nodes were extracted and analyzed in order to exclude systemic effects of APP overexpression in APP-PS1 animals. Animal organs were only included if no apparently pathological symptoms were observed during the organ extraction (such as abnormally increased spleen as sign of an ongoing infection, or tumors).

### Histology and Thioflavin-S Staining

Cerebrum hemispheres were fixed in 4% (w/v) paraformaldehyde (PFA) in 0.1 M phosphate buffer for 24 h at 4°C and subsequently transferred into a 30% (w/v) sucrose solution in 0.1 M phosphate buffer for 72 h at 4°C (cryoprotection). Hemispheres were cut at −20°C into 40 μm-thick coronal slices with a sliding microtome (Microm HM 450, Thermo Scientific). Slices were cryo-protected in 37.5% (w/v) sucrose and 37.5% (v/v) ethylene glycol in 0.1 M phosphate buffer and stored at −20°C.

Free-floating slices were rinsed with distilled water for 2 min, followed by a treatment in 1% (w/v) Thioflavin-S (T1892, Sigma) solution in 50% (v/v) ethanol for 5 min at room temperature. After washing steps in 50% (v/v) ethanol (2 × 2 min), distilled water (1 × 2 min) and PBS (1 × 5 min), slices were mounted on microscope slides.

Via fluorescence microscopy (microscope: DM4000B, Leica) and ImageJ imaging analysis software (version 1.52d, with Fiji plugin package, National Institutes of Health, USA) we quantified Thioflavin-S-positive beta-amyloid plaques in an area of 470 × 700 μm (0.33 mm^2^) in the cortex or in the CA1 region of anterior hippocampus.

### Brain Tissue Homogenization

Prefrontal cortices from one hemisphere were dissected, immediately snap frozen in liquid nitrogen and stored at −80°C. In a first step, frozen prefrontal cortices were weighed and homogenized in a 10-fold wet weight amount of TBS (Tris-buffered saline: 150 mM NaCl, 100 mM Tris, pH 8.0 + Complete Protease Inhibitor Cocktail, Roche Diagnostics) using a 1 ml Dounce glass homogenizer with tight-fitting pestle. Homogenates were centrifuged at 100,000 × g for 1 h at 4°C. TBS-soluble supernatants were collected and stored at −80°C (termed “TBS-soluble fraction” throughout this manuscript). The pellets were re-homogenized in TBS containing 2% (w/v) sodium dodecyl sulfate (SDS) and centrifuged at 100,000 × g for 1 h at 8°C. SDS-soluble supernatants were collected and stored at −80°C (termed “SDS-soluble fraction” throughout this manuscript). The pellets were resuspended in 70% (v/v) formic acid, twice sonicated on ice for 30 s and centrifuged at 100,000 × g for 30 min at 4°C. Formic acid-soluble supernatants were collected, lyophilized and reconstituted in sample diluent of Aβ detection assay (termed “Formic acid-soluble fraction” throughout this manuscript).

### Meso Scale Discovery (MSD) Analysis

Levels of Aβ1-38, Aβ1-40, and Aβ1-42 were measured in all homogenate fractions of hemispheric prefrontal cortices using electrochemiluminescence assays (96-well MultiSpot Human 6E10 Aβ Triplex Assay, MSD) according to the manufacturer's instructions. Samples were diluted to fit an internal Aβ Triplex standard curve. Plates were analyzed on a MSD SECTOR Imager 600 plate reader and MSD DISCOVERY WORKBENCH software (Version 3.0.17, MESO SCALE DIAGNOSTICS, LLC) with Data Analysis Toolbox was used to calculate sample concentrations by comparing them against the internal standard curve.

### Single Cell Suspensions for Flow Cytometric Analysis

#### Generation of Brain Mononuclear Single Cell Suspensions

Brain hemispheres were minced into small pieces with scalpels and digested with 2 mg/ml Collagenase D (Roche) and 50 μg/ml DNase I (Roche) in HBSS (with Mg^2+^ and Ca^2+^, Gibco, Thermo Scientific) for 30 min at 37°C on a magnetic stirrer. Digestion was stopped on ice and single cell suspensions were generated by mashing and filtering through 100 μm nylon meshes (BD Biosciences). After one centrifugation at 350 × g for 10 min at 4°C, pellets were resuspended in 35% (v/v) Percoll (GE Healthcare Life Sciences, max. density: 1.135 g/ml) in HBSS (without Mg^2+^ and Ca^2+^, Gibco, Thermo Scientific) and centrifuged at 29,000 × g for 30 min at 4°C (LYNX 4000 centrifuge, Sorvall, Thermo Scientific) with SS-34 rotor (Thermo Scientific). Separated myelin layer was aspirated and aqueous mononuclear cell phase was collected. Single cell suspensions were refiltered through 70 μm nylon meshes (BD Biosciences) and washed in HBSS (without Mg^2+^ and Ca^2+^).

#### Generation of Spleen Mononuclear Single Cell Suspensions

Spleens were minced in RPMI-1640 (Gibco, Thermo Scientific) + 2% (v/v) FBS (Gibco, Thermo Scientific, heat-inactivated) and digested with 50 μg/ml DNase I (Roche) at room temperature for 30 min. Digestion was stopped on ice and single cell suspensions were generated by mashing and filtering through 100 μm nylon meshes (BD Biosciences). After one centrifugation at 350 × g for 10 min at 4°C, pellets were resuspended in ammonium-chloride-potassium lysis buffer (ACK buffer: 150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7.4, all chemicals from Sigma) and incubated for 4 min on ice in order to lyse splenic erythrocytes. Single cell suspensions were washed in HBSS (without Mg^2+^ and Ca^2+^) + 2% (v/v) FBS (heat-inactivated), refiltered through 70 μm nylon meshes (BD Biosciences) and washed again in HBSS (without Mg^2+^ and Ca^2+^) + 2% (v/v) FBS (heat-inactivated).

#### Generation of Mononuclear Single Cell Suspensions From Lymph Nodes

Inguinal lymph nodes were mashed and filtered through 70 μm nylon meshes (BD Biosciences). Single cell suspensions were washed in HBSS (without Mg^2+^ and Ca^2+^) + 2% (v/v) FBS (heat-inactivated) by centrifugation at 350 × g for 10 min at °C.

### Flow Cytometry

#### Myeloid Cell Panel

Single cell suspensions deriving from brain and spleen tissue were incubated for 30 min at 4°C in Zombie Aqua live/dead exclusion dye (1:1000 from stock in HBSS (without Mg^2+^ and Ca^2+^), LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit, Molecular Probes, Thermo Scientific). Next, cells were washed in FACS buffer (2% (v/v) FBS (heat-inactivated), 5 mM EDTA, 0.01% (v/v) NaN_3_) and resuspended in Fc receptor blocking antibodies (1:20 from stock in FACS buffer, anti-mouse CD16/32 TruStain fcX, Biolegend). After 5 min incubation, cells were treated with antibody master mix for surface marker staining and incubated for 15 min at 4°C, followed by a last wash in FACS buffer. For myeloid cells (microglia, dendritic cells, macrophages) we used the following fluorophore-conjugated antibodies against surface markers: PE-Cy5.5 anti-CD45 (clone 30-F11, eBioscience, Thermo Scientific), PE-Cy7 anti-CD11b (clone M1/70, eBioscience, Thermo Scientific), APC anti-CD11c (clone N418, BioLegend), Alexa Fluor 488 anti-MHC class II (clone M5/114.15.2, Biolegend).

#### T-Cell Panel

In order to amplify intracellular cytokine production, single cell suspensions generated from brain and lymph nodes were restimulated with 50 ng/ml PMA (Sigma), 1 μg/ml Ionomycin (Sigma) and Brefeldin A (1:1000 from stock, GolgiPlug, BD Biosciences) in RPMI-1640 containing 10% (v/v) FBS (heat-inactivated) for 4 h at 37°C. After restimulation, cells were washed, stained with live/dead exclusion dye, blocked and surface antibody-labeled as described above. For T-cells we used the following fluorophore-conjugated antibodies against surface markers: PE-Cy5.5 anti-CD45 (clone 30-F11, eBioscience, Thermo Scientific), PE-Cy7 anti-CD11b (clone M1/70, eBioscience, Thermo Scientific), APC anti-TCRβ (clone H57-597, BioLegend), APC-Cy7 anti-CD4 (clone GK1.5, BioLegend), Alexa Fluor 700 anti-CD8α (clone 53-6.7, eBioscience, Thermo Scientific). For intracellular cytokine staining, cells were fixed and permeabilized according to manufacturer's instructions (Fixation/Permeabilization and Permeabilization Buffer, eBioscience, Thermo Scientific). Cells were incubated with antibody master mix for cytokine staining in 1x Permeabilization buffer for 30 min at 4°C. We used the following fluorophore-conjugated antibodies against intracellular markers: eFluor 450 anti-IFNγ (clone XMG1.2, eBioscience, Thermo Scientific), FITC anti-TNFα (clone MP6-XT22, eBioscience, Thermo Scientific), PE anti-FoxP3 (clone FJK-16s, eBioscience, Thermo Scientific), APC anti-IL-10 (clone JES5-16E3, eBioscience, Thermo Scientific).

For brain-derived samples we used counting beads in order to determine absolute cell numbers (AccuCheck Counting Beads, Thermo Scientific). Fluorescence-minus-one (FMO) samples were included as negative controls. Cells were acquired on a 16-channel LSR II Fortessa flow cytometer (BD Biosciences). FlowJo (Version 10.0.8, FLOWJO LLC) software was used for flow cytometry data analysis.

### *In vitro* Antigen Presentation Assays

#### Extraction and Cultivation of Bone Marrow Progenitor Cells

Bone marrow-derived progenitor cells were isolated from femurs, tibiae and hip bones of non-transgenic C57BL/6J mice according to established protocols (30). Progenitor cells were cultivated in RPMI-1640 with 10% (v/v) FBS (heat-inactivated), GlutaMAX supplement (1:100 from stock, Gibco, Thermo Scientific), 50 μM β-mercaptoethanol (Sigma) and 200 U/ml murine Granulocyte-Macrophage Colony-Stimulating Factor (GM-CSF, PeproTech) at 0.2 Mio. cells/ml. After 9 days of incubation at 37°C and 5% CO_2_, progenitor cells completely differentiated into immature bone marrow-derived dendritic cells (BM-DCs).

#### BM-DC Maturation and Antigen Presentation

Antigen presentation assays were carried out, with minor adaptations, as previously described (31). Maturation of BM-DCs was achieved by an 18 h LPS-treatment at 100 ng/ml followed by an up-regulation of antigen presentation markers such as MHC-II. For specific induction of MHC-II –dependent T-cell activation we employed an OVA-inducible OT-II transgenic T-cell reporter system. Mature BM-DCs were treated with chicken OVA (Sigma) or OVA 323-339 fragment (AnaSpec) for 2 h at 37°C and 5% CO_2_.

#### BM-DC and OT-II T-Cell Co-incubation

OT-II T-cells were purified from spleens of OT-II transgenic mice. Single cell suspensions were generated as described above and CD4+ T-cells were separated via magnetic bead-mediated depletion of non-CD4+ cells according to manufacturer's instructions (MACS “untouched” CD4+ T-cell Isolation Kit, Miltenyi Biotec). OVA-antigen-presenting BM-DCs were co-incubated with CD4+ OT-II T-cells for 40 h at 37°C and 5% CO_2_. In order to analyze the OVA-specific T-cell response, the cell culture supernatant containing CD4+ OT-II T-cells was harvested, re-stimulated and stained for surface markers as described above for “T-cell panels.” For intracellular staining we used the following fluorophore-conjugated antibodies: eFluor 450 anti-IFNγ (clone XMG1.2, eBioscience, Thermo Scientific), PE-eFluor 610 anti-ki67 (clone SolA15, eBioscience, Thermo Scientific). T-cells were acquired and analyzed via flow cytometry. After removing the T-cell suspension, adherent layer of BM-DCs was mildly removed by incubating the cells for 10 min with 3 mM EDTA in HBSS (without Mg^2+^ and Ca^2+^) on ice. BM-DCs were analyzed via flow cytometry; we used the following fluorophore-conjugated antibodies against surface markers: PE-Cy5.5 anti-CD45 (clone 30-F11, eBioscience, Thermo Scientific), PE-Cy7 anti-CD11b (clone M1/70, eBioscience, Thermo Scientific), APC anti-CD11c (clone N418, BioLegend), PE anti-MHC class II (clone M5/114.15.2, Biolegend), FITC anti-CD80 (clone 16-10A1, eBioscience, Thermo Scientific), APC-Cy7 anti-CD86 (clone GL-1, BioLegend).

#### Oligomeric Aβ1-42 Preparation and Treatment

We used commercially available human recombinant Aβ1-42 peptide and scrambled (scr) control peptide [Beta-Amyloid (1–42), Ultra Pure, TFA and Beta-Amyloid (1–42), Scrambled, TFA; from rPeptide]. The following scrambled peptide sequence was used in all experiments: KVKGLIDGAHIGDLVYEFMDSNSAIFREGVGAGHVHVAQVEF. Throughout the experiments, Aβ1-42 peptide and scrambled peptide were processed in exactly the same way. Lyophilized peptides (1 mg vials) were reconstituted in 200 μl hexafluoroisopropanol (HFIP, Sigma), split into 20 μl aliquots (each 100 μg peptide), re-lyophilized and stored at −80°C. Oligomeric Aβ1-42 species were obtained according to established protocols (32). Stored monomeric peptide aliquots (100 μg) were reconstituted in dimethyl sulfoxide (DMSO, Gibco, Thermo Scientific) at 5 mM, sonicated for 10 min, diluted in sterile PBS (Gibco, Thermo Scientific) at 100 μM and incubated for 24 h at 4°C in an Eppendorf tube shaker (300 rpm). Bigger aggregates were excluded by centrifugation at 19,000 × g for 20 min at 4°C (Centrifuge 5417R, Eppendorf). SDS-PAGE (precast Novex 10–20% tris-glycine gels, 1.0 mm × 10 well, Invitrogen, Thermo Scientific) and silver staining according to standard protocols confirmed oligomeric state (Figure S4). For silver staining, in brief, gels were fixed for 30 min in fixing solution (40% (v/v) ethanol, 10% (v/v) acetic acid in H_2_O). Fixation was continued with fresh fixing solution for up to 18 h. Fixed gels were washed in H_2_O for 5 min and incubated in sensitizing solution (in H_2_O: 0.16 mM sodium thiosulfate, Sigma) for 2 min. After 3 washes in H_2_O, gels were treated with staining solution (in H_2_O: 2.6 mM silver nitrate and 1:100 dilution of 37% (w/v) formaldehyde solution, all chemicals from Sigma) for 35 min, followed by another 3 washes in H_2_O. Eventually, gels were placed in developer solution (in H_2_O: 30 mM sodium carbonate, 0.2 mM sodium thiosulfate and 1:240 dilution of 37% (w/v) formaldehyde solution, all chemicals from Sigma) and development was stopped after 10 min with 3% (v/v) acetic acid in H_2_O.

During antigen presentation assays, BM-DCs were treated with 2, 0.5 or 0.1 μM oligomeric Aβ1-42 or scr peptide control on day 8 of the cultivation process prior LPS-maturation. Aβ1-42 oligomer treatment of BM-DCs was started in an immature state considering Aβ oligomer-formation as initial event contributing to inflammatory activation of local brain APCs. A replenishment of Aβ1-42 oligomers followed in parallel with co-incubation of OT-II T-cells.

#### Amylin Preparation and Treatment

Aggregated Amylin controls were produced using human synthetic Amylin1-37 (Amylin (human) trifluoroacetate salt, Bachem). Aggregation was achieved by incubation for 24 h at 37°C in an Eppendorf tube shaker (300 rpm). Low-molecular aggregation state was confirmed by SDS-PAGE and silver staining according to standard protocols. Amylin treatment was carried out as described for oligomeric Aβ1-42.

### RNA Isolation

Total RNA was extracted using the GenElute Mammalian TotalRNA Kit (Sigma). The RNA concentration was measured using RNA HS Assay kit (Thermo Fisher Scientific) and RNA integrity was analyzed with the Qubit RNA IQ Assay (Thermo Fisher Scientific).

### RNA Sequencing (RNAseq)

*RNA sequencing service* was provided by the Next Generation Sequencing (NGS) platform at the University of Bern, Switzerland.

#### Library Preparation and Sequencing

A library of mRNA sense transcripts was prepared using the TruSeq Stranded mRNA kit (Illumina). RNAseq was performed in single reads of 100bp length using Illumina HiSeq3000 (Illumina). The raw sequence data were uploaded to the public repository NCBI-GEO and are available via accession number *GSE136789*.

#### Quality Control and Data Analysis

After quality control of RNAseq data (for more detail see Supplementary Material and Methods), the reads were mapped to the mouse reference genome. We tested for differential gene expression between the experimental groups. The log-fold change of each gene was adjusted to include the evidence based on which the log-fold change was estimated and to extrapolate the adjusted *p*-value (adjp). Gene ontology (GO) enrichment analysis was performed to identify gene sets containing differentially expressed genes. Genes were ranked within a GO term by comparing the proportion of differentially expressed genes among all genes assigned to the GO term with all other genes, and by sorting all genes by *p*-value as well as testing if the genes assigned to a particular GO term are enriched at the top or the bottom of this ranking. All analyses were run in R (version 3.4.4). The top 10 GO terms of each category (Biological Process, Cellular Compartment and Molecular Function) for each BM-DC treatment comparison were listed based on the assigned *p*-value. The overall 30 top GO hits from each comparison were grouped using a Venn diagram to identify GO terms specifically enriched in each individual BM-DC treatment comparison.

#### Reverse Transcription and Quantitative Real-Time PCR

Selected genes of interest were analyzed for their relative expression changes using quantitative Real-Time PCR (qPCR). First, reverse transcription was performed in 20 μl reaction mixture containing 1 μg of RNA, 1x PCR buffer, 5 mM MgCl2, 10 mM of each dNTP, 0.625 μM oligo dT_16_, 1.875 μM random hexamers, 20 U RNase inhibitor and 50 U MuLV reverse transcriptase (Life Technologies). The cycles for the reverse transcription were set as follows: 25°C for 10 min, 42°C for 1 h, followed by 99°C for 5 min. The resulting cDNA was amplified in duplicate by qPCR in 10 μl reaction mixture with 200 nM of each specific primer (Table S14) and 1x Fast Syber Green qPCR MasterMix (Life Technologies). The amplification reaction was performed with QuantStudio 7 Flex (Applied Biosystems, Life Technologies). The amplification program was set as follows: 95°C for 5 min, followed by 40 cycles at 95°C for 10 s, 60°C for 15 s, 72°C for 20 s. *Gapdh* and *Rplp2* served as housekeeping genes and their amplification data were averaged and used for sample normalization. Excel (Microsoft Office) was used for the comparative quantification analysis.

### Statistical Analysis

We used GraphPad Prism analysis software for statistical testing (Version 8.21, GraphPad Software). We applied one-way ANOVA with Bonferroni's *post hoc* test for comparison of more than two experimental groups. We performed two-way ANOVA with Bonferroni's *post hoc* test for multiple comparisons of experimental groups influenced by two different independent variables. Data are shown as mean ± standard deviation (SD). For Pearson's correlation we calculated Pearson coefficient r and tested the *p*-value via two-tailed testing. For qPCR data, we applied multiple *t*-test analysis with Holm-Sidak *post hoc* test. Significance was considered at *p* < 0.05 if not otherwise specified.

## Results

### APP-PS1 Mice Show Predictable and Time-Dependent Plaque and Aβ-Oligomer Accumulation

In order to analyze the impact of beta-amyloid pathology on APCs and T-cells, we first identified and characterized specific stages of beta-amyloid disease progression in the APP-PS1 transgenic mouse model in our hands. Quantitative analysis of Thioflavin-S stained brain sections from cortex (Figure 1A) and anterior hippocampus (Figure S1) in terms of plaque load revealed no detectable beta-amyloid deposits at 3 months of age. Initial beta-amyloid deposition at 6 and 8 months of age was followed by established plaque pathology in brains of 14- and 20-months old APP-PS1 transgenic animals (Figure 1B, detailed list of *p*-values in Tables S1–S4). Therefore, for the subsequent analyses we defined the following pathology stages: pre-plaque stage (3-months old), plaque onset stage (6-months old), early plaque pathology (8-months old) and established plaque pathology (14- and 18–20-months old) (Figure 1C). Since oligomers of Aβ have been shown to be the most neurotoxic species and can occur also before overt plaque deposition (33), we applied MSD assay to analyze the oligomeric Aβ content of protein extracts from prefrontal cortex of APP-PS1 transgenic mice at different disease stages (Figure 1D, detailed list of *p*-values in Tables S5–S13). Indeed, both TBS-soluble and SDS-soluble Aβ1-42 fractions (which are enriched in Aβ oligomers) increased significantly already at 8 months of age.

**Figure 1:**
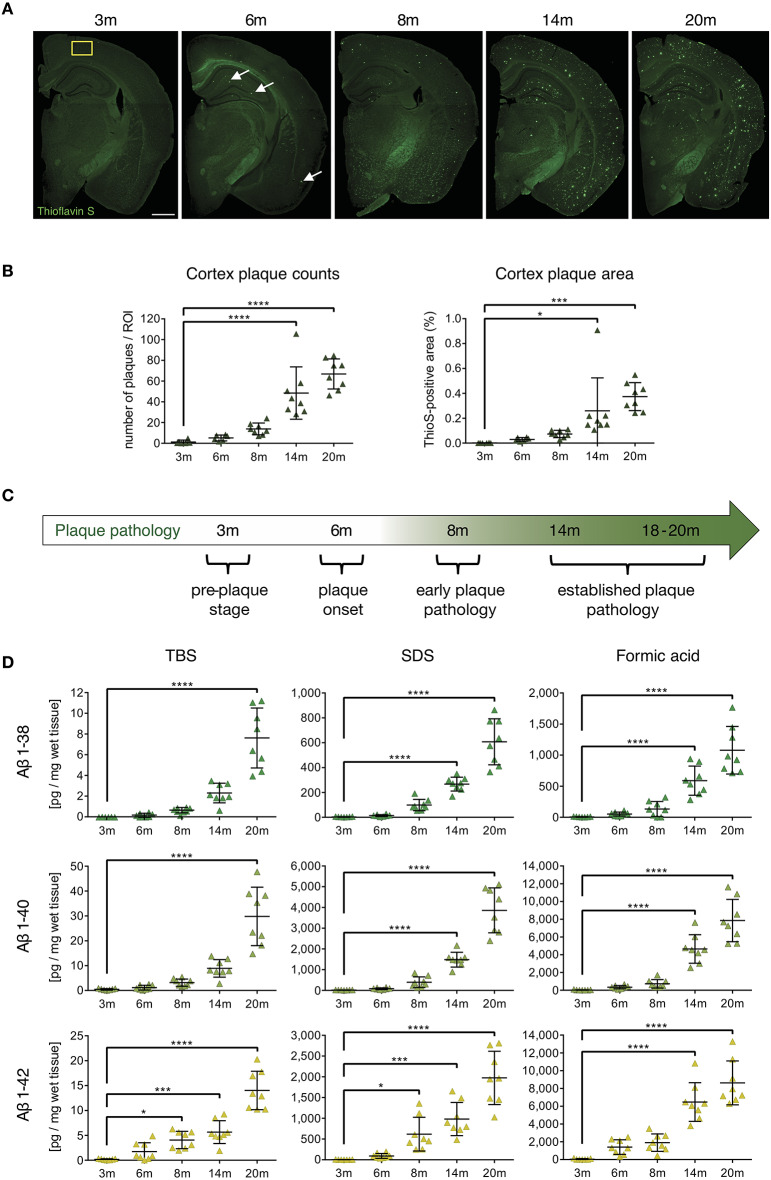
Characterization of cerebral plaque load and Aβ species in the APP-PS1 transgenic mouse model. **(A)** Representative images of Thioflavin-S staining of coronal sections from APP-PS1 transgenic (tg) mice at different ages. First occasional plaques are observed at 6 months of age in cortex and anterior hippocampus (white arrows). Diffuse staining in corpus callosum and other white matter bundles is non-specific, as it is observed in non-tg mice as well. Scale bar = 0.8 mm. Yellow box (0.33 mm^2^) shows area used for quantification. **(B)** Quantitative analysis of plaque load in the cortex shows progressively increased beta-amyloid plaque numbers with age. Only significant differences between pre-plaque stage (3 m) and other plaque pathology stages are shown. **(C)** Schematic of identified stages of beta-amyloid pathology progression in APP-PS1 tg mice. **(D)** MSD-analysis of sequential protein extracts from prefrontal cortex reveals that TBS and SDS-soluble Aβ1-42 species start to accumulate already at 8 months of age. Each symbol represents data from one tg mouse. Only significant differences between pre-plaque stage (3 m) and other plaque pathology stages are shown. 3 m, *n* = 8; 6 m, *n* = 8; 8 m, *n* = 8; 14 m, *n* = 8; 20 m, *n* = 8. (Data are shown as mean ± SD, *p < 0.05, ***p < 0.001, ****p < 0.0001, one-way ANOVA with Bonferroni's multiple comparisons test).

These results indicate that neurotoxic oligomeric Aβ1-42 species start accumulating in the APP-PS1 model already at early plaque pathology stage. Having defined the temporal progression of beta-amyloid pathology in transgenic mice, we proceeded to examine which beta-amyloid variant would elicit APC and T-cell alterations.

### Reduction of MHC-II Surface Expression on CNS APCs Coincides With Early Plaque Pathology

In previous studies we found decreased surface expression of MHC-II molecules on brain APCs in both the APP-PS1 and the ArcAβ transgenic mouse model at 24 months of age (27), representing an established plaque pathology stage. In those studies, however, the exact onset of APC alterations during beta-amyloid pathology progression was not addressed. In particular, it was not clear, whether the alterations were late events, possibly secondary to other pathological processes, or if they were elicited by specific Aβ aggregation states.

To clarify this, we used flow cytometry to analyze surface MHC-II levels on CNS-resident APCs, including leptomeningeal and choroid plexus DCs, CNS border-associated macrophages (Mφ) and microglia in APP-PS1 transgenic mice. Myeloid cells from mononuclear cell extracts were identified via CD45 and CD11b expression (Figure 2A) and further differentiated into microglia with intermediate (int) CD45 expression (CD45int CD11b+) and CD45 high (hi) other myeloid cells (CD45hi CD11b+) (18). CD45hi CD11b+ myeloid cells were additionally gated for CD11c, in order to select *bona fide* DCs and Mφ with potent T-cell-stimulating activity. Several microglia subsets can express CD11c as well (34). However, the functional role of this marker in microglia is not fully understood, thus we did not gate for CD11c+ microglia cells.

**Figure 2:**
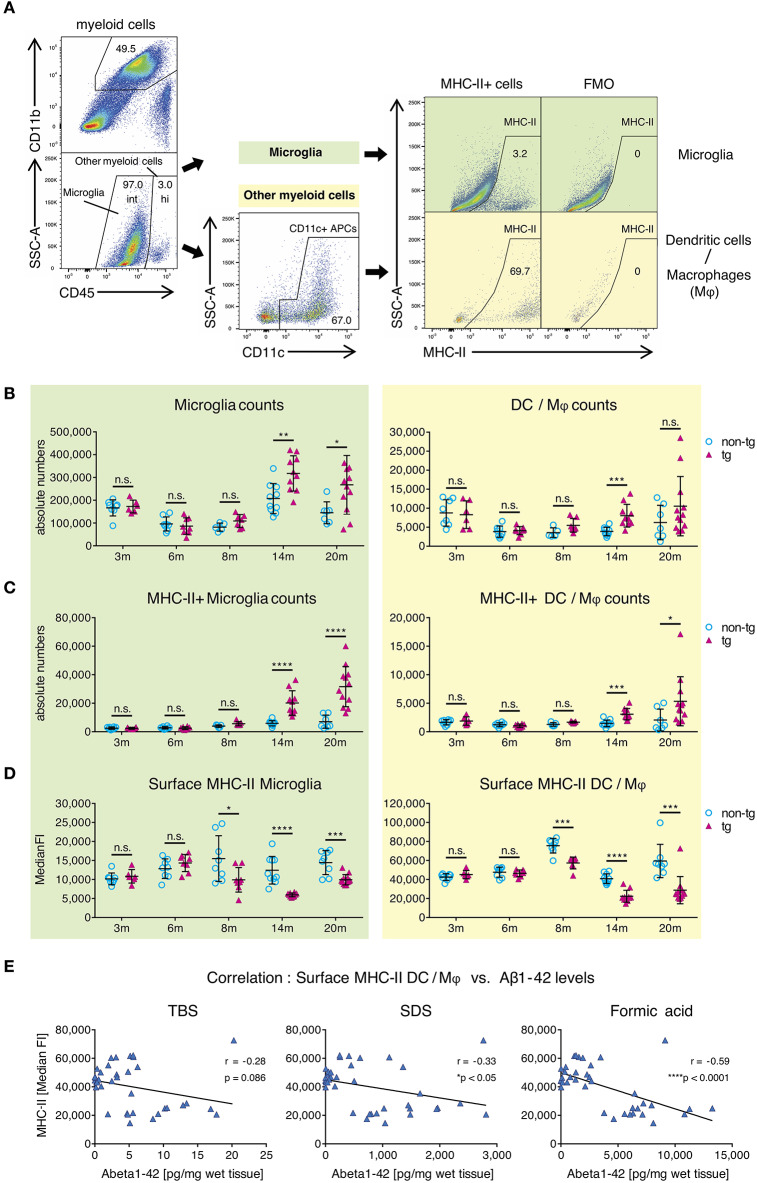
Alterations in MHC class II surface expression on APCs in brains of APP-PS1 transgenic mice. **(A)** Schematic of flow cytometry analysis of cerebral APCs. Myeloid cells (CD45+, CD11b+) are gated based on CD45 levels to distinguish “microglia” (CD45 intermediate, int) and “other myeloid cells” (CD45 high, hi). Dendritic cells (DC) and CNS border-associated macrophages (Mφ) are gated from “other myeloid cells” based on CD11c expression (= DC/Mφ). FMO = fluorescence minus one control. Numbers in gates indicate percent cells of parental gate. **(B)** Absolute numbers of microglia and DC/Mφ are elevated in brains of APP-PS1 tg mice at established plaque pathology stages (14 and 20 months of age) compared to non-tg, age-matched animals. **(C)** Analysis of surface MHC class II (MHC-II) expression on microglia and DC/Mφ. Numbers of MHC-II+ microglia and DC/Mφ are increased in tg brains starting at 14 months of age. **(D)** In contrast, surface MHC-II expression per cell (measured by median fluorescence intensity = MedianFI), is reduced in cells derived from tg animals, starting at 8 months of age in both microglia and DC/Mφ. Each symbol represents data from one mouse. 3 m, *n* = 8 (non-tg), *n* = 6 (tg); 6 m, *n* = 8 (non-tg), *n* = 8 (tg); 8 m, *n* = 5 (non-tg), *n* = 7 (tg); 14 m, *n* = 10 (non-tg), *n* = 10 (tg); 20 m, *n* = 7 (non-tg), *n* = 12 (tg). (Data are shown as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. = non-significant, two-way ANOVA with Bonferroni's multiple comparisons test). **(E)** Correlation of Aβ1-42 species with cerebral MHC-II surface levels. Insoluble amyloidogenic Aβ species significantly correlate with reduced MHC-II surface expression on DC/Mφ. Each symbol represents data from one tg mouse (*n* = 37). Each graph uses the same data on surface MHC-II (in MedianFI) in correlation with respective Aβ species concentration (Pearson's correlation, Pearson coefficient r indicates negative correlation, two-tailed p-value testing).

By analyzing microglia and DC/M φ numbers and MHC-II expression via flow cytometry, we observed significantly higher absolute numbers of all APCs in brains of transgenic APP-PS1 animals with established plaque pathology (14- and 20-months old) compared to age- and sex-matched non-transgenic littermates (Figure 2B). This was paralleled by an increase in numbers of MHC-II+ APCs in transgenic brains, starting at 14 months of age (Figure 2C). In non-transgenic brains, only a few MHC-II+ APCs were observed; we have previously shown that these cells tend to localize in perivascular spaces, meninges, and choroid plexus (27).

In order to analyze MHC-II surface expression levels per cell we examined the median fluorescence intensity (MedianFI) of MHC-II (Figure 2D). Notably, DC/Mφ, even though existing in small numbers, showed higher levels (about 4x higher in average) of baseline surface MHC-II expression per cell compared to microglia, as expected based on their more efficient antigen presentation capability. However, in contrast to the overall increasing absolute number of cerebral MHC-II+ cells in beta-amyloid pathology-burdened brains, we observed a reduction in surface MHC-II expression per cell on microglia and DC/Mφ in APP-PS1 transgenic mice. This effect was already observed at 8 months of age, corresponding to the earliest accumulation of oligomeric Aβ1-42 species (Figure 1D). Indeed, an inverse and significant correlation was found between the MedianFI levels of MHC-II and highly amyloidogenic SDS- and formic acid-soluble Aβ1-42 species, but not TBS-soluble forms. Mice having the highest levels of aggregated Aβ1-42 had the lowest expression of surface MHC-II on the surface of their APCs (Figure 2E, Figure S2A). No effects on surface MHC-II were seen in spleen-derived DCs from APP-PS1 transgenic animals (Figure S2B), suggesting a brain-specific effect.

These results suggest that the appearance of amyloidogenic oligomeric Aβ1-42 species affects the numbers and phenotype of brain APCs.

### Pro-Inflammatory Effector T-Cell Response Is Reduced in Late-Stage Plaque Pathology

Next, we analyzed whole-brain T-cells from all pathology stages of APP-PS1 transgenic mice via flow cytometry in terms of absolute numbers and effector responses. We selected all non-myeloid cells (CD45+ CD11b-), used a marker against the T-cell receptor beta chain (TCRβ) as T-cell identifier and characterized CD4+ helper T-cells and cytotoxic CD8+ T-cells separately (Figure 3A).

**Figure 3:**
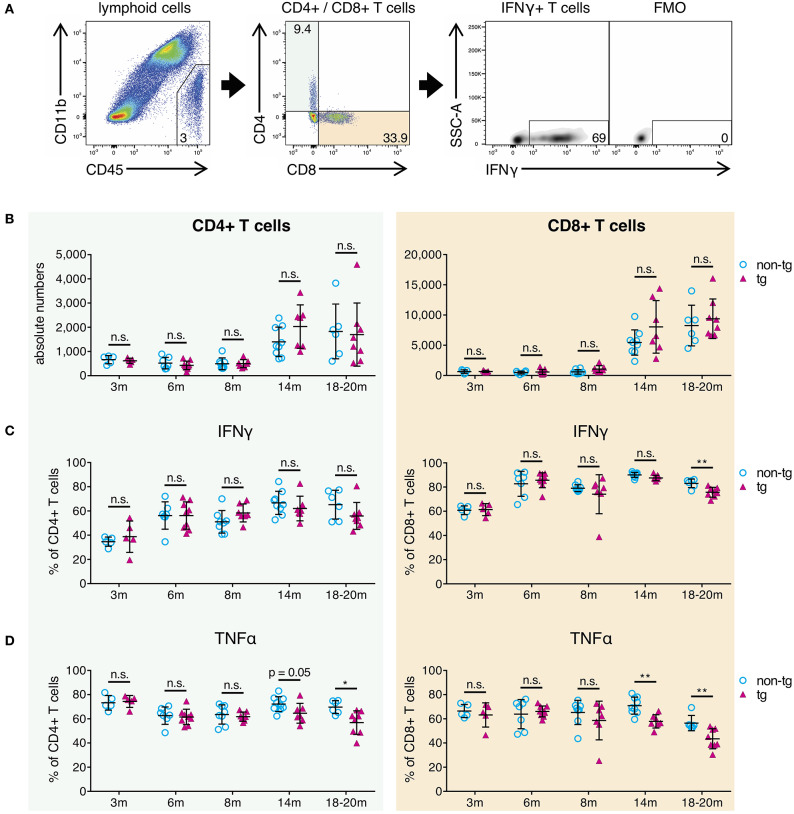
Decrease of pro-inflammatory CD4+ and CD8+ effector T-cells in brains of aged APP-PS1 transgenic mice. **(A)** Schematic of flow cytometry analysis of cerebral lymphoid cells derived from APP-PS1 mouse brains. T-cells (TCRβ+) are identified in lymphoid cell population (CD45+, CD11b-) and subdivided into CD4+ T-helper cells and CD8+ cytotoxic T-cells. FMO = fluorescence minus one control. Numbers in gates and quadrants indicate percent cells of parental gate. **(B)** Baseline numbers of CD4+ and CD8+ T-cells increase during aging. However, no difference is observed between non-tg and APP-PS1 tg animals. **(C,D)** Flow cytometry analysis of intracellular pro-inflammatory IFNγ- and TNFα-content reveals **(C)** decreased frequency of IFNγ-producing CD8+ T-cells at 18–20 months of age and **(D)** reduced frequency of TNFα-secreting CD4+ and CD8+ T-cells starting at 14 months of age in APP-PS1 tg animals. Each symbol represents data from one mouse. 3 m, *n* = 5 (non-tg), *n* = 5 (tg); 6 m, *n* = 7 (non-tg), *n* = 9 (tg); 8 m, *n* = 8 (non-tg), *n* = 7 (tg); 14 m, *n* = 9 (non-tg), *n* = 7 (tg); 18-20 m, *n* = 6 (non-tg), *n* = 8 (tg). (Data are shown as mean ± SD, *p < 0.05, **p < 0.01, n.s. = non-significant, two-way ANOVA with Bonferroni's multiple comparisons test).

In this study, absolute CD4+ and CD8+ T-cell numbers in brains of APP-PS1 transgenic mice did not diverge compared to non-transgenic littermates in any disease stage of this model (Figure 3B). As also previously shown, CD8+ T-cells are the predominant T-cell population observed in brains, and baseline numbers of CD4+ and CD8+ T-cells are increased in aged mouse brains (27). Moreover, we have already reported that CNS-infiltrating CD8+ T cells in APP-transgenic mice do not specifically co-localize with either neurons, microglia or astrocytes, and are only loosely related to beta-amyloid plaques (27).

The expression of signature cytokines was used to define specific T-cell subtypes. For the pro-inflammatory T-cell spectrum we analyzed vesicle-stored cytokines such as interferon gamma (IFNγ) and tumor necrosis factor alpha (TNFα) via flow cytometry. Furthermore, in order to monitor tolerogenic T-cell phenotypes, we used interleukin-10 (IL-10) as signature cytokine of anti-inflammatory Th2-cells and transcription factor FoxP3 for regulatory T-cells. While tolerogenic T-cells remained unchanged (Figure S3A), we observed alterations in pro-inflammatory IFNγ- and TNFα-expressing T-cells in established plaque pathology stages for APP-PS1 transgenic mice. We noticed a reduced frequency of IFNγ-producing CD8+ T-cells at 18–20 months of age (Figure 3C) and a decrease in the proportion of TNFα-secreting CD4+ and CD8+ T-cells starting at 14 months of age in APP-PS1 transgenic animals (Figure 3D). None of these effects were observed in inguinal lymph node-derived CD4+ or CD8+ T-cells (Figure S3B), suggesting a brain-specific, amyloid precursor protein (APP)- and presinilin-1 (PS1)-independent effect.

Taken together, our results confirm that the frequency of pro-inflammatory IFNγ/TNFα-expressing effector T-cells is reduced in brains with established beta-amyloid pathology. Since this occurred months after the first observed alterations of APCs at 8 months of age, impaired T-cell responses might be secondary to APCs' inhibition.

### Aβ1-42 Oligomers Inhibit Antigen-Specific CD4+ T-Cell Responses *in vitro*

To test whether oligomeric forms of Aβ1-42 could cause direct and acute impairment of antigen presentation, we took advantage of a well-established *in vitro* model (31) using lipopolysaccharide (LPS)-matured murine primary bone marrow-derived dendritic cells (BM-DCs) as prototypical APCs instead of cerebral microglia and DC/Mφ. In this assay, full-length chicken ovalbumin (OVA) was supplied as antigen, phagocytosed by BM-DCs, processed intracellularly and presented on their surface via MHC-II. In combination with OVA-specific OT-II transgenic CD4+ T-cells as responders we set up inducible antigen presentation assays (Figure 4A).

**Figure 4:**
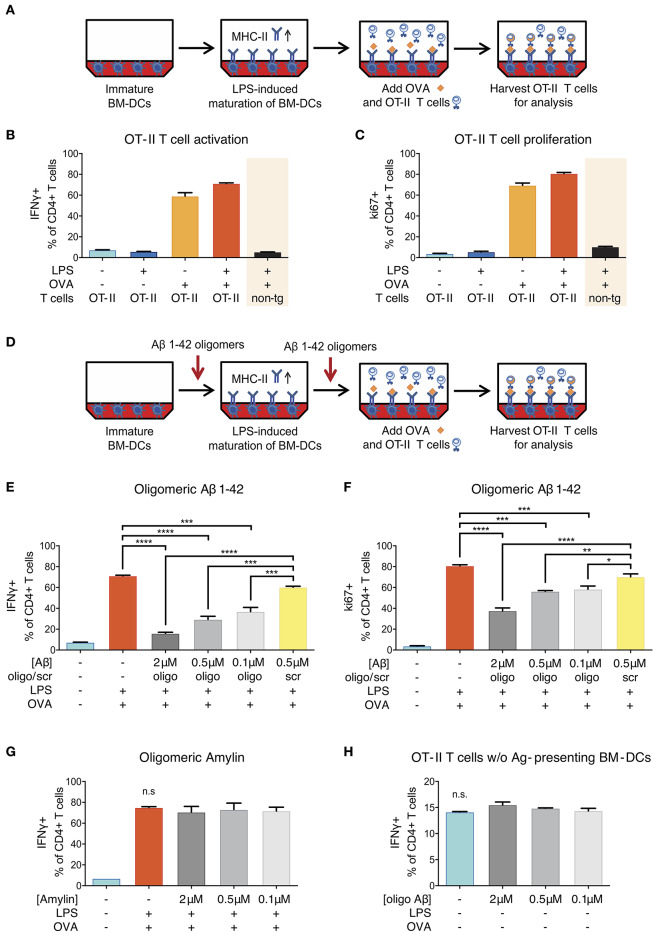
Reduction of ovalbumin (OVA)-specific OT-II T-cell response following Aβ1-42 oligomer treatment. **(A)** Schematic of *in vitro* antigen presentation assays. LPS-matured bone marrow-derived dendritic cells (BM-DCs) process full-length ovalbumin (OVA) and present antigenic material. OVA-specific OT-II tg CD4+ T-cells are added to the BM-DCs and co-incubated for 40 h. IFNγ and ki67 are analyzed in harvested T-cells via flow cytometry as markers of T-cell activation and proliferation, respectively. Full activation (more IFNγ+ cells) **(B)** and proliferation (more ki67+ cells) **(C)** of T-cells specifically requires the presence of mature BM-DCs (treated with LPS) and OVA-derived antigens. T-cell activation is antigen-specific and does not occur in the absence of OVA, nor if non-tg CD4+ T-cells are used instead of OVA-specific OT-II CD4+ T-cells. **(D)** The effect of Aβ is tested by incubating immature BM-DCs with human recombinant Aβ1-42 (oligomeric state) or scrambled (scr) control. **(E,F)** Recombinant Aβ1-42 oligomers, but not scr peptide, significantly inhibit T-cell activation and proliferation by reducing the frequency of IFNγ+ **(E)** and ki67+ **(F)** OT-II CD4+ T-cells in a dose-dependent manner. **(G)** Human aggregated Amylin1-37 has no effect on IFNγ response. **(H)** Incubation of OT-II CD4+ T-cells with Aβ1-42 oligomers but without antigen-presenting BM-DCs does not affect IFNγ response. Representative results of at least 3 independent experiments are shown in each graph; *n* = 2 per treatment condition in each experiment. (Data are shown as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. = non-significant, one-way ANOVA).

Successful antigen presentation of OVA toward OT-II CD4+ T-cells was measured by analyzing intracellular IFNγ production (as marker of T-cell activation) and intranuclear ki67 expression (as marker of T-cell proliferation) via flow cytometry. In the presence of LPS-matured BM-DCs, we observed an expected increase in the frequency of IFNγ- and ki67-producing T-cells (Figures 4B,C). T-cell activation and proliferation was antigen-specific and did not occur in the absence of OVA, nor if non-transgenic CD4+ T-cells were used instead of OVA-specific OT-II CD4+ T-cells.

In order to test the effect of Aβ on antigen presentation, we added a preparation of aggregated human recombinant Aβ1-42 containing various forms of oligomers (Figure S4) in doses ranging from 0.1 to 2 μM to the antigen presentation assays (Figure 4D). This dose range was chosen as it mimics the Aβ oligomer concentration reported in human AD brains (35) and is widely used in Aβ peptide-related *in vitro* studies (36). We found that Aβ1-42 oligomers significantly reduced the frequency of IFNγ+ (Figure 4E) as well as ki67+ OT-II CD4+ T-cells (Figure 4F) as compared to untreated control cells and cells treated with non-aggregating scrambled (scr) control peptides. These inhibitory effects on T-cell activation and proliferation were dose-dependent and not observed with scr control peptide.

### T-Cell Inhibition Is Driven by Beta-Amyloid-Specific Effects on Antigen-Presenting BM-DCs

Having observed an inhibitory effect of Aβ on the induction of T-cell activation and proliferation in the context of *in vitro* antigen presentation, we aimed at characterizing the mechanisms. First, we investigated whether the effect was Aβ1-42 sequence-dependent, or simply due to amyloidogenic capacity of a peptide. We therefore applied human Amylin1-37, the major component of protein deposits found in the islets of Langerhans in patients with noninsulin-dependent diabetes mellitus. Aggregated Amylin1-37 at different doses (2, 0.5, 0.1 μM) had no influence on IFNγ response (Figure 4G) nor ki67 expression (Figure S5A) of OT-II CD4+ T-cells. Based on those results, we conclude that the effect of Aβ1-42 oligomers on APCs is peptide sequence-specific.

Second, we tested whether the reduced activation of OT-II CD4+ T-cells in our assays with Aβ1-42 oligomers was due to a direct effect on T-cells. To study this, we incubated OT-II CD4+ T-cells with Aβ1-42 oligomers without antigen-presenting BM-DCs and analyzed activation and proliferation status of re-stimulated T-cells. The frequency of IFNγ- (Figure 4H) and ki67-producing cells (Figure S5B) were unchanged following Aβ1-42 oligomer treatment. Furthermore, the apoptosis-marker AnnexinV in combination with a dead cell staining (“Zombie”) revealed no overt toxic effect of Aβ1-42 oligomers on T-cells (Figure S5G). These results indicate that Aβ1-42 oligomers might not act on T-cells directly, but most probably exert their action on antigen-presenting BM-DCs.

### Inhibitory Effects of Human Oligomeric Beta-Amyloid on APCs Are Independent of Antigen-Processing and -Presenting Machinery

After exclusion of direct effects on T-cells, we focused on Aβ1-42-mediated effects on BM-DCs to investigate the mechanisms responsible for reduced antigen presentation. First, we analyzed the viability of Aβ1-42 oligomer-treated BM-DCs. No changes in viability were observed for BM-DCs treated with 2 or 0.5 μM Aβ1-42 oligomers compared to cells treated with 0.5 μM scr peptide or untreated mature BM-DCs (Figure S5H), suggesting a specific action of Aβ1-42 oligomers on BM-DC function.

Next, we aimed at defining the exact stage at which antigen presentation is affected. In fact, antigen presentation on MHC-II surface molecules is preceded by a series of events including phagocytosis of antigens, enzymatic digestion and peptide fragmentation in phagolysosomal/late endosomal compartments, as well as MHC-II loading mechanisms and transport for stable integration into the plasma membrane (37). We investigated whether the inhibitory effect of Aβ1-42 oligomers on APCs was due to an interference with the intracellular antigen-processing machinery of BM-DCs. To test this, we repeated the assay using OVA *323-339* fragment, a small antigenic peptide fragment of OVA that contains the CD4+ T-cell epitope. This fragment binds directly to surface MHC-II on APCs, without being processed intracellularly. Indeed, OVA *323-339* fragment sparked similar antigen-specific and inducible OT-II T-cell activation and proliferation responses (Figures S5C,D) as seen for full-length OVA treatment. The addition of different doses of Aβ1-42 oligomers (2, 0.5, 0.1 μM) (Figure 5A), but not scr peptide (Figure 5B), decreased the frequency of IFNγ-producing OT-II CD4+ T-cells in a dose-dependent manner. Similar results were observed for ki67+ OT-II CD4+ T-cells (Figures S5E,F).

**Figure 5:**
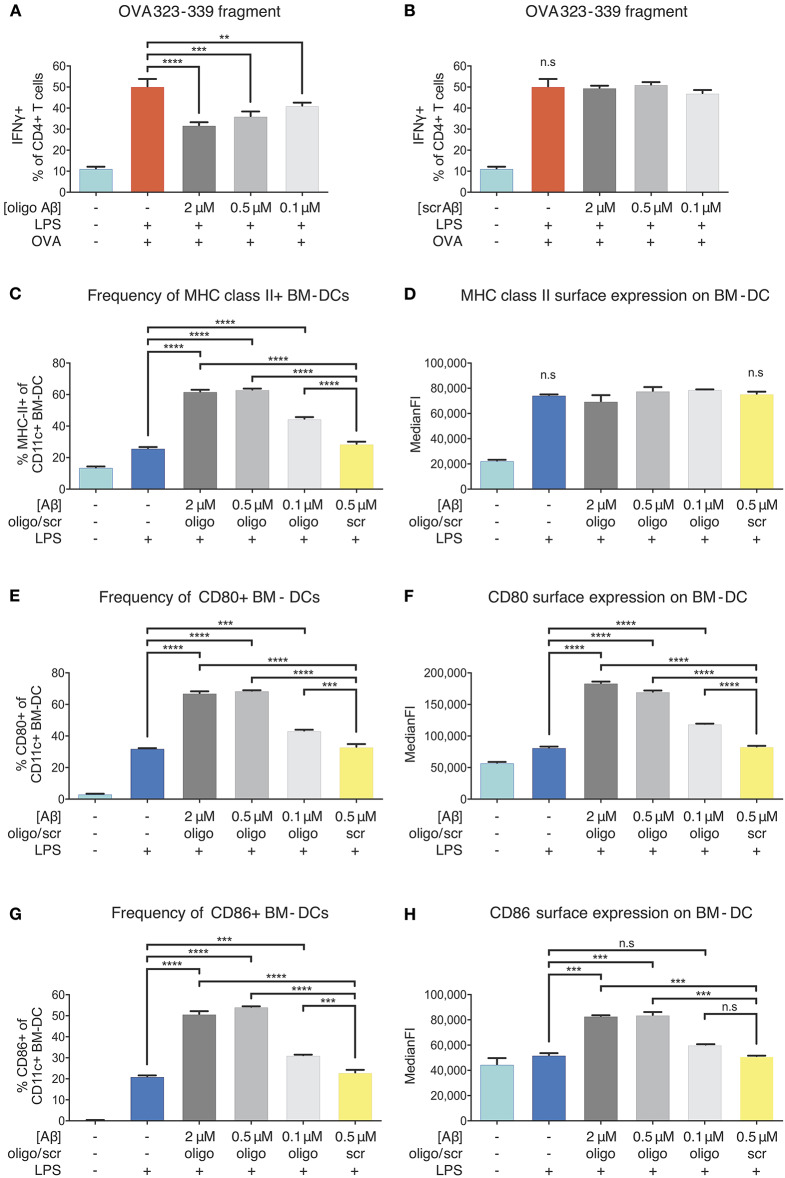
Inhibition of APCs by Aβ1-42 oligomers *in vitro* without involvement of antigen-processing and -presenting apparatus. The effect of Aβ1-42 oligomers on antigen-processing was tested by using OVA 323-339, a fragment that leads to robust OT-II T-cell response without intracellular processing. Addition of Aβ1-42 oligomers **(A)**, but not scrambled (scr) peptide **(B)**, inhibits T-cell activation in a dose-dependent manner, indicating that inhibitory effects of Aβ1-42 oligomers are independent of APCs' antigen-processing machinery. **(C)** Flow cytometry analysis of surface MHC-II expression shows that Aβ1-42 oligomers (but not scr peptide) increase MHC-II+ BM-DC frequencies. **(D)** In comparison with LPS-matured BM-DCs, no changes in surface MHC-II expression per cell (median fluorescent intensity = MedianFI) is detectable after applying Aβ1-42 oligomers to *in vitro* antigen presentation assays. **(E,G)** Analysis of surface co-stimulatory factor CD80/CD86 expression shows that Aβ1-42 oligomers (but not scr peptide) increase CD80+/CD86+ BM-DC frequencies. **(F,H)** In comparison with LPS-matured BM-DCs, surface expression of CD80/CD86 per cell (measured by MedianFI) is further increased after applying Aβ1-42 oligomers. Representative results of at least 3 independent experiments are shown in each graph; *n* ≥ 2 per treatment condition in each experiment. (Data are shown as mean ± SD, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. = non-significant, one-way ANOVA).

T-cell responses to OVA *323-339* fragment are dependent on pre-existing surface MHC-II molecules (38) (Figures S5C,D), since intracellular processing and MHC-II loading are circumvented. As oligomeric Aβ was associated with reduced levels of surface MHC-II in our *ex vivo* experiments, we aimed at testing whether Aβ would alter MHC-II expression on BM-DCs. Flow cytometric examination confirmed that LPS maturation induced a significant increase in the frequency of MHC-II+ BM-DCs and surface expression of MHC-II, as expected. We found that Aβ1-42 oligomer treatment (but not scr peptide) further elevated the frequency of MHC-II+ BM-DCs, with no effect on MHC-II surface expression, as compared to only LPS-stimulated cells (Figures 5C,D).

Since secondary signals provided by co-stimulatory surface molecules are required to induce effective T-cell priming, we further analyzed CD80 and CD86 expression on BM-DCs. Treatment with Aβ1-42 oligomers (but not scr peptide) increased CD80+/CD86+ BM-DC frequencies (Figures 5E,G) and surface expression of CD80 and CD86 compared to only LPS-stimulated cells (Figures 5F,H).

Thus, reduced antigen presentation *in vitro* following Aβ1-42 oligomer exposure cannot be ascribed to interference with intracellular antigen processing nor to a reduction of surface MHC-II or co-stimulatory factors. These findings suggest that more complex mechanisms underlie beta-amyloid-induced reduction of antigen presentation by APCs.

### Aβ1-42 Oligomers Alter Gene Expression of Key Immune Mediators in BM-DCs

Our *in vitro* setup of antigen-presenting BM-DCs and T-cells showed that antigen presentation was impaired in BM-DCs treated with Aβ1-42 oligomers, but expression of surface MHC-II and related co-stimulatory factors remained intact. Hence, we speculated that aggregated Aβ might affect BM-DC gene expression of single genes or entire gene sets that might be involved in antigen presentation or mediate the observed inhibitory effect. To obtain an unbiased view of gene regulation following Aβ1-42 oligomer treatment, we set up antigen presentation assays as described previously (Figure 6A) and examined BM-DC gene transcription via explorative RNA sequencing. 

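RNA from 12 cultures of mouse BM-DCs was sequenced, with n = 3 libraries for each of 4 groups, Ctrl, LPS, Aβ and Aβ+LPS. BM-DCs are dendritic cells that grow from bone marrow progenitors within 9 days in medium with GM-CSF. LPS, a bacterial cell wall component that matures dendritic cells, was given at 100 ng/ml for 18 h. The oligomers were given at 0.5 μM over 4 days, starting a day before LPS. Wording such as Aβ added to LPS, or on top of it, compares the Aβ+LPS group with the LPS group and gives no order. No scrambled-peptide library was analysed here, so the RNA values compare oligomers with no peptide. The authors sequenced stranded poly(A) libraries in single reads of 100 bp, and the submitters' notes name HISAT2 for mapping to GRCm38, featureCounts for counting and DESeq2 for the comparisons. Reads counted in genes came to 24129681 to 27209584 in Ctrl (median 27105502), 25557721 to 26522548 in LPS (median 26297896), 23415609 to 27767553 in Aβ (median 25709035) and 25895243 to 29690965 in Aβ+LPS (median 27869535). The deposited values are counts that the authors divided by 1 size factor per library. From these, log2(normalized count + 1) was taken for the 14324 genes with a mean of at least 10 in at least 1 group, and limma with an intensity trend was fitted to all 12 libraries with the group as its only term. Adjusted p-values are those of Benjamini and Hochberg, and a gene was called changed at an adjusted p under 0.05. Values are given as mean ± SD of normalized counts and as log2 fold changes with their standard error (SE). Gene groups are lists fixed from textbook knowledge before the data were examined. Each was tested with camera, which asks whether its members move further in a shared direction than other genes, at a preset correlation between genes of 0.01. The cultures come from an inbred strain and a p-value measures only the spread between these cultures.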

We analyzed the transcriptome of untreated immature control BM-DCs (“Ctrl”), LPS-treated BM-DCs (“LPS”), Aβ1-42 oligomer-treated BM-DCs (“Aβ”) and BM-DCs treated with Aβ1-42 oligomers and LPS (“Aβ+LPS”).

**Figure 6:**
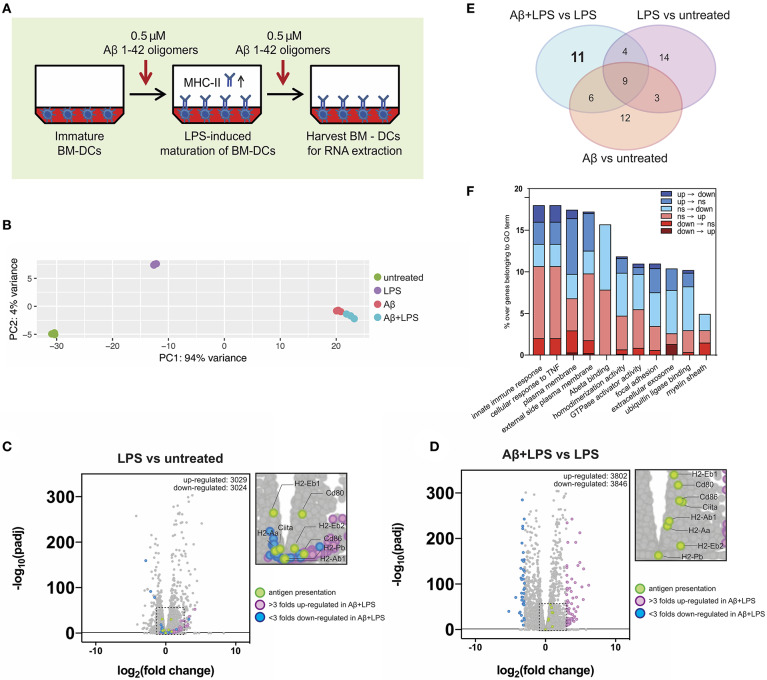
Gene expression alterations of key immune factors in dendritic cells following Aβ1-42 oligomer treatment. **(A)** Schematic of *in vitro* treatment of mouse BM-DCs with 0.5 μM Aβ1-42 oligomers for 4 days in total, starting 1 day before LPS-induced maturation (“Aβ+LPS” full setup). BM-DCs are harvested for RNA-extraction and -sequencing. **(B)** Principal component analysis (PCA) of RNAseq data. Four conditions are tested: untreated BM-DCs (“Untreated”; *n* = 3), LPS stimulation only (“LPS”; *n* = 3), Aβ stimulation only (“Aβ”; *n* = 3) and Aβ stimulation combined with LPS treatment (“Aβ+LPS”; *n* = 3). **(C,D)** Volcano plots of RNAseq data for “LPS vs. Untreated” **(C)** and “Aβ+LPS vs. LPS” **(D)** comparisons. Key genes involved in antigen presentation are highlighted in green. Genes that are either more than 3 folds up-regulated (violet) or down-regulated (blue) in “Aβ+LPS vs. LPS” are highlighted. Significance is set at adjp < 0.05. **(E)** Venn diagram groups GO terms that are specifically enriched in each individual BM-DC treatment comparison. 11 GO-terms are exclusively altered by Aβ treatment of LPS-matured BM-DCs. **(F)** Aβ-induced gene expression changes within each of the 11 considered GO terms compared to LPS-maturation only (“Aβ+LPS vs. LPS” compared to “LPS vs. Untreated”). Bar graph depicts ratio of genes affected by the presence of Aβ over the total number of genes in the respective GO term. Gene expression switches are color-coded and defined as follows: (i) up-regulated (“up”; fold change > 1; adjp ≤ 0.05), (ii) down-regulated (“down”; fold change < −1; adjp ≤ 0.05) and (iii) non-significant (“ns”; −1 ≤ fold change ≤ 1; adjp > 0.05).

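With Aβ added to LPS, genes of inflammation were among those that rose furthest, and genes of cell division and of macrophage identity among those that fell furthest. Il6, the gene of an inflammatory cytokine, went from 224 ± 9.60 normalized counts in LPS to 12705 ± 1054 in Aβ+LPS (n = 3 each), a log2(fc) of 5.81 (SE 0.10, adjusted p = 6.4e-21 from limma). Csf3, which encodes the granulocyte growth factor G-CSF, and Hdc, the enzyme that makes histamine, rose by 4.94 and 5.04 on the log2 scale. The natriuretic peptide genes moved apart, with a log2(fc) of 6.61 for Nppc and −6.28 for Nppb. Mrc1, the mannose receptor of macrophages, went from 7037 ± 314 to 561 ± 3.06 normalized counts, and Slco2b1, an organic anion transporter, had a log2(fc) of −4.62. Among the 10 lowest genes, Cdc20, Nuf2 and Depdc1a act in mitosis, with log2(fc) values of −3.52, −3.57 and −3.87. In LPS vs. Ctrl the chemokine gene Ccl5 rose most, from 110.1 ± 7.42 to 37159 ± 1667 normalized counts, followed by Lcn2 and Saa3, which encode acute-phase proteins, with log2(fc) values of 7.04 and 6.23. Cd5l, a macrophage gene, fell most there, with a log2(fc) of −4.25 (SE 0.12), and Apoe, an apolipoprotein that carries lipids, was among the 10 lowest with −3.04. In all, 3987 genes were higher and 4047 lower in Aβ+LPS vs. LPS, and 3404 were higher and 3226 lower in LPS vs. Ctrl. By more than 1 on the log2 scale, 1045 were higher and 1059 lower in Aβ+LPS vs. LPS, and 993 higher and 307 lower in LPS vs. Ctrl. Of all changed genes, 7658 and 6234 had no overlap between the 3 libraries of either group, which follows largely from the test that called them. Chance gives 10% for genes not chosen by a test, so that share is no measure for these. The named genes are among the 10 highest and 10 lowest changes past the test, without overlap between the libraries of the groups and with a mean of at least 100 normalized counts in the higher group.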

First, we used principal component analysis (PCA) to visualize the 500 most variable genes of each experimental group for similarity assessment (Figure 6B). 

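Libraries of the same group lay close together across genes, while single genes could differ between them. Across the 14324 genes tested, Pearson's r of log2 values between 2 libraries of a group lay between 0.990 and 0.993, and genes are not independent replicates. The median SD of a gene within its group, on the log2 scale, was 0.0921 in Ctrl, 0.107 in LPS, 0.0879 in Aβ and 0.0886 in Aβ+LPS. Cd86, a co-stimulatory ligand for T-cells, illustrates the spread, with 721 ± 61.4 normalized counts in Ctrl, 978 ± 105 in LPS, 1835 ± 52.9 in Aβ and 1889.8 ± 21.3 in Aβ+LPS (n = 3 each). The spread exceeded counting error, since the squared difference between libraries of a group, divided by its Poisson variance, averaged 3.13 to 13.2 per gene.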

Triplicates from the same experimental group clustered in close proximity in the PCA plot. 

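The first principal component set Ctrl apart from both groups with Aβ, with LPS between them. It held 87.3% of the variance of the 500 most variable genes, and its mean score was −62.9 ± 2.06 in Ctrl, −18.3 ± 0.368 in LPS, 39.0 ± 0.177 in Aβ and 42.2 ± 1.73 in Aβ+LPS (SD, n = 3 each). The second component held 5.27% and set LPS, at 17.9 ± 1.96, apart from Ctrl at −10.2 ± 0.657, with Aβ at −3.66 ± 0.595 and Aβ+LPS at −4.06 ± 0.525. Over all tested genes, the root mean square log2 difference between group means was 0.705 from Ctrl to LPS and 1.28 from Ctrl to Aβ. It was 0.880 from LPS to Aβ+LPS and 0.245 from Aβ to Aβ+LPS. Il12b, a subunit of the cytokine IL-12, followed the order of the first component, with 23.2 ± 5.66 normalized counts in Ctrl, 516 ± 29.1 in LPS, 8247 ± 333 in Aβ and 8551 ± 248 in Aβ+LPS. The components are shares of variance without a p-value.

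**Figure D1:**
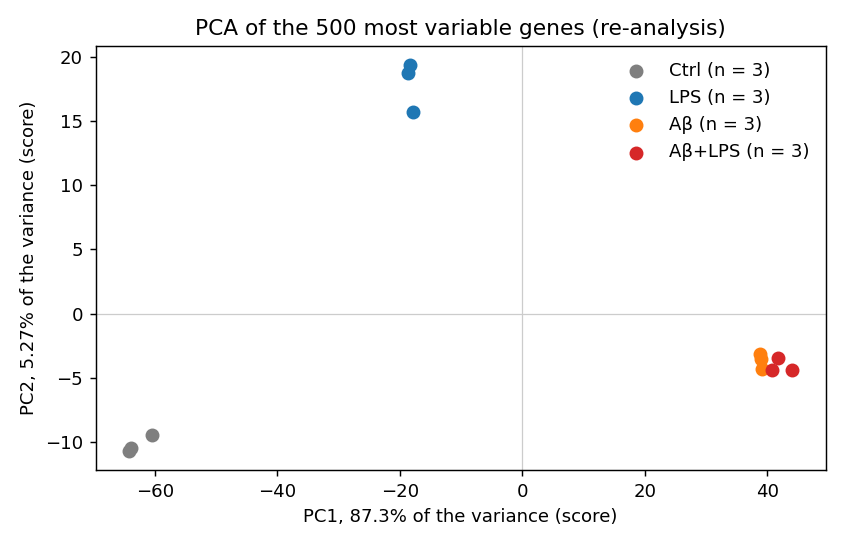
Scores of the 12 libraries on the first (horizontal axis) and second (vertical axis) principal component of log2(normalized count + 1) for the 500 most variable genes, 1 point per library, coloured by group. The 3 libraries of a group lie together, and the Aβ and Aβ+LPS groups lie next to each other at mean scores of 39.0 and 42.2 on the horizontal axis.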

As expected, LPS stimulation shifted BM-DC gene expression; however, both Aβ-treated groups (“Aβ” and “Aβ+LPS”), clustered separately from “Ctrl” and “LPS,” with much higher variance. This result indicated a strong effect of Aβ on transcriptional regulation of DCs, which differs dramatically from that of LPS.

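Aβ alone, given over 4 days, raised many of the genes that LPS, given for 18 h, raised, often to higher levels. Il1b, an inflammatory cytokine gene, stood at 81.1 ± 10.1 normalized counts in Ctrl, 1478 ± 38.8 in LPS and 33329 ± 1158 in Aβ (n = 3 each), a log2(fc) of 8.67 (SE 0.06, adjusted p = 2.1e-28 from limma) in Aβ vs. Ctrl. Nos2, which makes nitric oxide, and Lcn2 rose by 8.99 and 9.92 on the log2 scale with Aβ alone. Tceal7 and Apoe were the lowest genes in Aβ vs. Ctrl, with log2(fc) values of −6.18 and −5.91, and both fell with LPS alone as well. With Aβ alone, 5031 genes were higher and 4824 lower than in Ctrl, or 68.8% of the genes tested, against 46.3% in LPS vs. Ctrl. Of 5799 genes changed in both, 2853 were higher in both and 2721 lower in both, where independence would give 1196 and 1086, while 148 were higher with LPS and lower with Aβ and 77 the reverse. Across genes the log2 fold changes had a Pearson's r of 0.798, a Spearman's rho of 0.754 and a covariance of 0.709. Both comparisons share the Ctrl libraries, and simulated groups without any change gave 0.499, 0.441 and 0.0267 for these measures. With the Ctrl libraries divided between the comparisons, 95.8 to 97.0% of the genes changed in both moved the same way, against 96.1% with shared ones, and r was 0.708 to 0.742. The effect of LPS on cells that already had Aβ, which shares no library with LPS vs. Ctrl, had an r of 0.104 with it, and the effects of Aβ without and with LPS had an r of 0.841.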

To further confirm the robustness of our assay, we checked the expression changes of antigen presentation genes following LPS-activation (Figure 6C). Antigen-presenting MHC-II is a subject of tight transcriptional and post-translational regulation. MHC-II gene transcription is controlled by a master regulator, called “class II transactivator” (CIITA) (39). In DCs, CIITA as well as MHC-II gene transcription itself are down-regulated following maturation by LPS. Nevertheless, MHC-II protein surface levels rise upon LPS-maturation (as shown in Figure 5D), since MHC-II protein degradation is shut down as well in order to maintain long-lived MHC-II/peptide complexes on the surface (40–42). 

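LPS lowered part of the MHC class II genes and raised most co-stimulatory ligands. Ciita lies on chromosome 16 of GRCm38 from 10480059 to 10528418 and went from 552 ± 13.4 normalized counts in Ctrl to 413 ± 40.2 in LPS (n = 3 each), a log2(fc) of −0.42 (SE 0.07, adjusted p = 4.9e-05 from limma). The class II chains H2-Eb1 and H2-Aa had log2(fc) values of −0.52 and −0.22, while H2-Eb2 rose by 0.89 and H2-Ab1, at 17685 ± 287 and 17343 ± 947 normalized counts, did not pass the test (adjusted p = 0.64). Of 19 measured genes of MHC class II presentation, 7 rose and 7 fell (7 and 7 when adjusted over the list alone), and camera gave an adjusted p of 0.76. Ifi30, a lysosomal thiol reductase that unfolds antigens, rose by 0.59 and Lgmn, a lysosomal protease, had a log2(fc) of −0.45. Of 14 co-stimulatory ligands, 9 rose and 2 fell (9 and 2 when adjusted over the list alone), with an adjusted p of 0.004 from camera and an adjusted p = 0.13 with an estimated correlation. Cd80 went from 731 ± 28.8 to 1247 ± 54.6 normalized counts, and Cd40, which receives T-cell help, rose by 2.69 on the log2 scale, whereas Cd48 had a log2(fc) of −0.46. Among 19 genes of MHC class I presentation, 11 rose and 5 fell (11 and 6 when adjusted over the list alone, adjusted p = 0.016 from camera and adjusted p = 0.28 with an estimated correlation), led by H2-Q7 with a log2(fc) of 4.18.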

As expected, LPS-treated BM-DCs, in comparison to “Ctrl” cells, presented with down-regulation of *Ciita* [log2(fold change) = −0.42, adjp = 6.44 × 10^−6^] and MHC II-related genes such as *H2-Eb1* [log2(fc) = −0.51, adjp = 1.17 × 10^−31^], while co-stimulatory factors such as *Cd80* were up-regulated [log2(fc) = +0.77, adjp = 5.83 × 10^−31^].

Next, we examined the effect of Aβ1-42 oligomer treatment on LPS-matured BM-DCs in terms of antigen presentation-related gene transcription. By comparing “Aβ+LPS” vs. “LPS” samples (Figure 6D), we found up-regulation of *Ciita* [log2(fc) = +1.07, adjp = 1.41 x 10^−37^], MHC II-related genes such as *H2-Ab1* [log2(fc) = +0.48, adjp = 3.52 × 10^−24^] and *H2-Eb1* [log2(fc) = +0.69, adjp = 3.01 × 10^−56^], as well as co-stimulatory factors *Cd80* [log2(fc) = +0.88, adjp = 4.03 × 10^−49^] and *Cd86* [log2(fc) = +0.95, adjp = 3.15 × 10^−38^]. Those results confirmed our previous findings of higher cell numbers with surface MHC-II and co-stimulatory factor expression after Aβ treatment *in vitro*. Nevertheless, these Aβ-treated BM-DCs present with reduced antigen presentation capacity.

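Aβ on top of LPS raised most genes of MHC class II presentation and most co-stimulatory ligands. Ciita reached 869.7 ± 39.5 normalized counts in Aβ+LPS (n = 3), a log2(fc) of 1.08 over LPS (SE 0.07, adjusted p = 2.9e-11 from limma), above its level in Ctrl. H2-Eb1, H2-Ab1 and H2-Aa rose by 0.69, 0.48 and 0.39 on the log2 scale. Of 19 genes of class II presentation, 13 rose and 4 fell (13 and 4 when adjusted over the list alone), with an adjusted p of 0.016 from camera and an adjusted p = 0.28 with an estimated correlation. Those that fell were the proteases Lgmn, Ctsl and Ctss, with log2(fc) values of −0.74, −0.28 and −0.24, and March1, a ubiquitin ligase that removes class II molecules from the surface, with −0.35. Among 14 co-stimulatory ligands, 11 rose and 2 fell (11 and 2 when adjusted over the list alone, adjusted p = 4.3e-05 from camera and adjusted p = 0.052 with an estimated correlation). Cd86 had a log2(fc) of 0.96 (SE 0.07), Cd80 of 0.89 and Cd40 of 3.50, while Tnfsf14, a ligand of the TNF family, had −1.46. Genes that restrain T-cells rose too, with 12 of 18 co-inhibitory and tolerogenic genes higher and 5 lower (12 and 5 when adjusted over the list alone, adjusted p = 0.0066 from camera and adjusted p = 0.053 with an estimated correlation). Cd274, which encodes PD-L1, rose by 0.81 and Socs3, an inhibitor of cytokine signaling, by 2.80, while Vsir, the checkpoint VISTA, had a log2(fc) of −0.72. Of 19 class I genes, 13 rose and 2 fell (14 and 2 when adjusted over the list alone, adjusted p = 9.9e-04 from camera and adjusted p = 0.15 with an estimated correlation). B cells also carry class II, and immunoglobulin reads were 67.8 ± 5.92 CPM (counts per library scaled to the same total) in LPS and 169.9 ± 85.9 in Aβ+LPS. Other B cell genes of a fixed list summed to 1.62 to 1.92 CPM in the LPS libraries and 3.91 to 4.48 in those of Aβ+LPS.

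**Figure D2:**
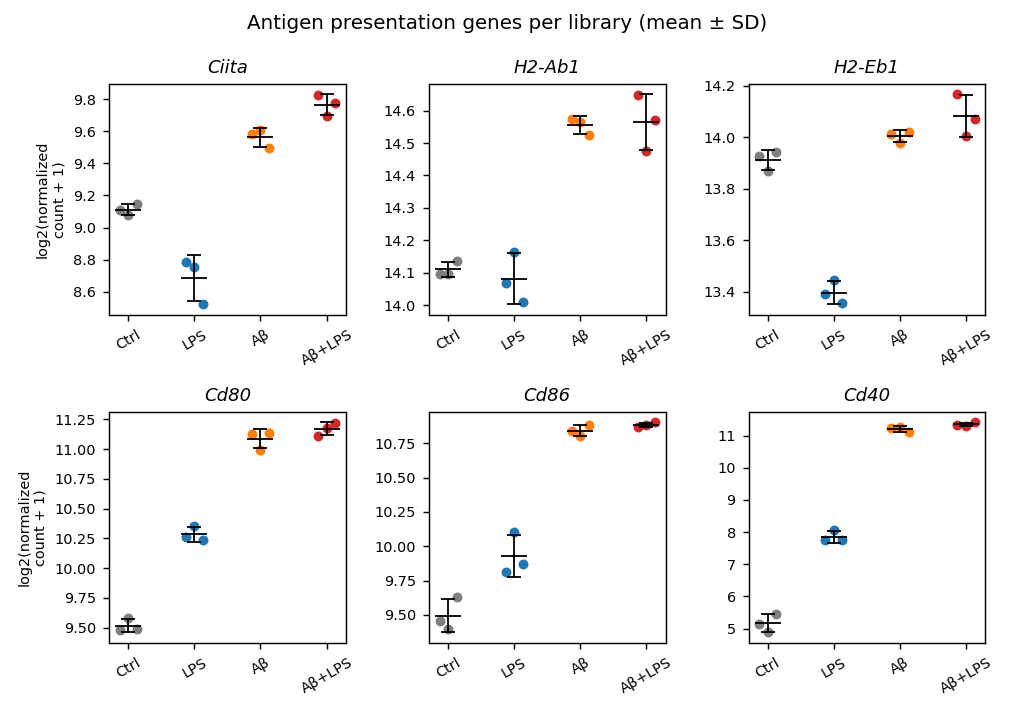
Log2(normalized count + 1) of Ciita, H2-Ab1, H2-Eb1, Cd80, Cd86 and Cd40 (vertical axes) in the 4 groups (horizontal axes), 1 point per library with the mean and SD in black. Each of the 6 genes lies higher in Aβ+LPS than in LPS, as Cd40 does by 3.50.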

In order to dissect alternative Aβ-affected pathways we performed gene ontology (GO) enrichment analysis to detect sets of genes that were differentially regulated. The resulting GO terms were categorized in 3 domains: molecular function, cellular component and biological process. We identified the top 10 GO terms for every gene expression comparison within each of the 3 categories (“Aβ+LPS” vs. “LPS” GO term ranks are depicted in Figure S6). 

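Genes of the response to TNF, an inflammatory cytokine, and of innate immunity changed in both directions when Aβ was added to LPS. Of 117 measured members of cellular response to TNF, 53 were higher and 40 lower in Aβ+LPS than in LPS (55 and 43 when adjusted over the list alone). Ccl22, a chemokine gene of mature dendritic cells, rose from 8055 ± 362 to 61551 ± 2439.8 normalized counts (n = 3 each), while Fabp4, a fatty acid carrier, fell from 2982 ± 223 to 471 ± 31.0, with log2(fc) values of 2.93 and −2.66. Tnf itself had a log2(fc) of 1.55. Of 258 measured members of innate immune response, taken from the deposited list of that term, 109 were higher and 72 lower (114 and 74 when adjusted over the list alone). Clec4e, a receptor for bacterial glycolipids, rose by 2.99 on the log2 scale. The changed share was 79.5% in the TNF term, against 55.9% of other tested genes (Fisher's exact test, two-sided, adjusted p = 8.4e-07 over terms and comparisons), and 70.2% in the innate term (adjusted p = 1.1e-05 from the same exact test). Camera, which tests for a shared direction, gave adjusted p-values of 0.16 and 0.18. Both terms were chosen by the paper from these same libraries, so the exact test is no independent evidence for them.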

Interestingly, amongst biological processes, treatment with Aβ induced variance in the expression of immune-related genes, such as “cellular response to TNF” and “innate immune response,” indicating that Aβ can profoundly affect immune signaling of DCs. 

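Genes of the terms focal adhesion, GTPase activator activity, ubiquitin ligase binding and protein homodimerization activity changed more often than other genes in Aβ+LPS vs. LPS. In focal adhesion, the sites where cells hold to their substrate, 108 of 151 measured genes changed, among them Flrt3, an adhesion receptor, with a log2(fc) of 1.88, and the actin regulator Evl with −1.62. In GTPase activator activity, 149 of 210 genes changed, among them Dlc1, which rose by 3.34, and the cytokinesis genes Racgap1 and Ect2, with log2(fc) values of −2.76 and −2.42. In ubiquitin ligase binding, 181 of 271 genes changed, with Nfkbia, the inhibitor of NF-kB, at 2.02 and the DNA repair gene Brca1 at −2.67. Protein homodimerization activity had 440 of 656 changed genes, including Ptgs2, which makes prostaglandins, with 4.31, and Top2a, a topoisomerase of dividing cells, with −2.97. The 11 deposited terms, and innate immune response by its own members as another list, were tested against other genes with Fisher's exact test, two-sided, chosen after the data were seen. The paper chose these terms from the same libraries as top terms of Aβ+LPS vs. LPS, partly by their share of changed genes. A high changed share there follows from that choice and is no independent evidence. By this exact test, 12 of the 12 lists held more changed genes in Aβ+LPS vs. LPS, 10 in LPS vs. Ctrl and 9 in Aβ vs. Ctrl. By the authors' deposited adjusted p-values these numbers were 12, 12 and 12. Since the innate column marks the same genes as the TNF column, 2 of the 12 lists are 1 set. The difference between comparisons was not tested. The exact test did not match listed and other genes by read count, so a difference in read count between them is not excluded as a source of these numbers.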

By comparing GO terms across experimental groups, we found 11 GO terms that were specifically and exclusively altered by Aβ treatment of LPS-matured DCs, and did not appear in any other experimental group (Figure 6E, detailed volcano plots in Figure S7). We applied a consecutive strategy for GO term analysis (Figure S8A) to further characterize these 11 GO terms by calculating the percentage of genes that significantly changed expression profile (“switchers”) in presence of Aβ compared to LPS-maturation only (Figure 6F). 

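Switcher genes were found in each of the 11 terms, and most of them passed the limits of fold and p in only 1 of the 2 comparisons. In cellular response to TNF, 23 of 150 genes marked in the deposited table switched class, or 15.3%, and 19.7% of the members tested. Of these, 13 were not significant by these limits with LPS and up-regulated with Aβ+LPS, among them Vcam1, an adhesion ligand, with log2(fc) values of −0.02 in LPS vs. Ctrl and 3.10 in Aβ+LPS vs. LPS. Nfkbia and Ccl17, a chemokine gene of mature dendritic cells, switched the same way, with 2.02 and 2.60 in Aβ+LPS vs. LPS. In external side of plasma membrane 74 of 511 genes switched, or 14.5%, and 28.8% of those tested. By the deposited members of innate immune response, 49 of 454 genes switched, or 10.8%, and 19.0% of those tested. Over all tested genes, 2122 of 14324 switched, or 14.8%, with 76 from up to down and 24 from down to up. Up and down were taken as a log2 fold change over 1 or under −1 with an adjusted p of at most 0.05, reading the fold change of the Figure 6 legend as log2, and every other gene as not significant. A gene can leave a class by crossing the fold threshold alone, so a switch is a count and not a test of the difference.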

Considering switched up-regulation, down-regulation and non-significant changes, we observed that up to 18% of genes of interest were affected by Aβ within GO terms. Immune pathways such as “innate immune response” and “cellular response to TNF” were highly represented amongst the Aβ-specific gene expression changes. Within these GO terms, 2% of the genes of interest (GOI, 150 genes in total) switched completely expression profile from up- to down-regulation (including *Ccl8, Card14*, and *Tnfsf18*). Furthermore, 2.7% of GOI switched from non-significant changes during LPS-maturation to down-regulation upon Aβ treatment (e.g., *Ccl2* and *Ccl7*). 

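Ccl8, Card14 and Tnfsf18 were the 3 genes of the TNF term that passed the fold and p limits of a switcher in both comparisons, up with LPS and down when Aβ was added. Tnfsf18, the ligand of GITR on T-cells, lies on chromosome 1 of GRCm38 from 161494655 to 161505290 and stood at 43.6 ± 4.76 normalized counts in Ctrl, 134 ± 14.3 in LPS and 25.8 ± 8.47 in Aβ+LPS (n = 3 each). Its log2(fc) in Aβ+LPS vs. LPS was −2.38 (SE 0.24, adjusted p = 2.2e-08 from limma). Card14, an adaptor of NF-kB signaling, stood at 262 ± 21.0 normalized counts in LPS and 50.1 ± 6.70 in Aβ+LPS, with log2(fc) values of 1.77 in LPS vs. Ctrl and −2.37 in Aβ+LPS vs. LPS (SE 0.19, adjusted p = 4.8e-10 from limma). Ccl8 had few reads, 1.39 ± 1.54 normalized counts in Ctrl, 15.0 ± 5.68 in LPS and 2.53 ± 0.711 in Aβ+LPS, with 2.89 and −2.13 (adjusted p = 0.012 from limma for the latter). With Aβ alone, Card14 and Ccl8 had means of 53.6 ± 11.4 and 0.673 ± 1.17, and Tnfsf18 had 26.9 ± 4.97. None of the 3 is in the deposited list of innate immune response. The call of Ccl8 in Aβ+LPS vs. LPS rests on LPS replicate 2, as without it the log2(fc) from limma was −1.91 (adjusted p = 0.053).

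**Figure D3:**
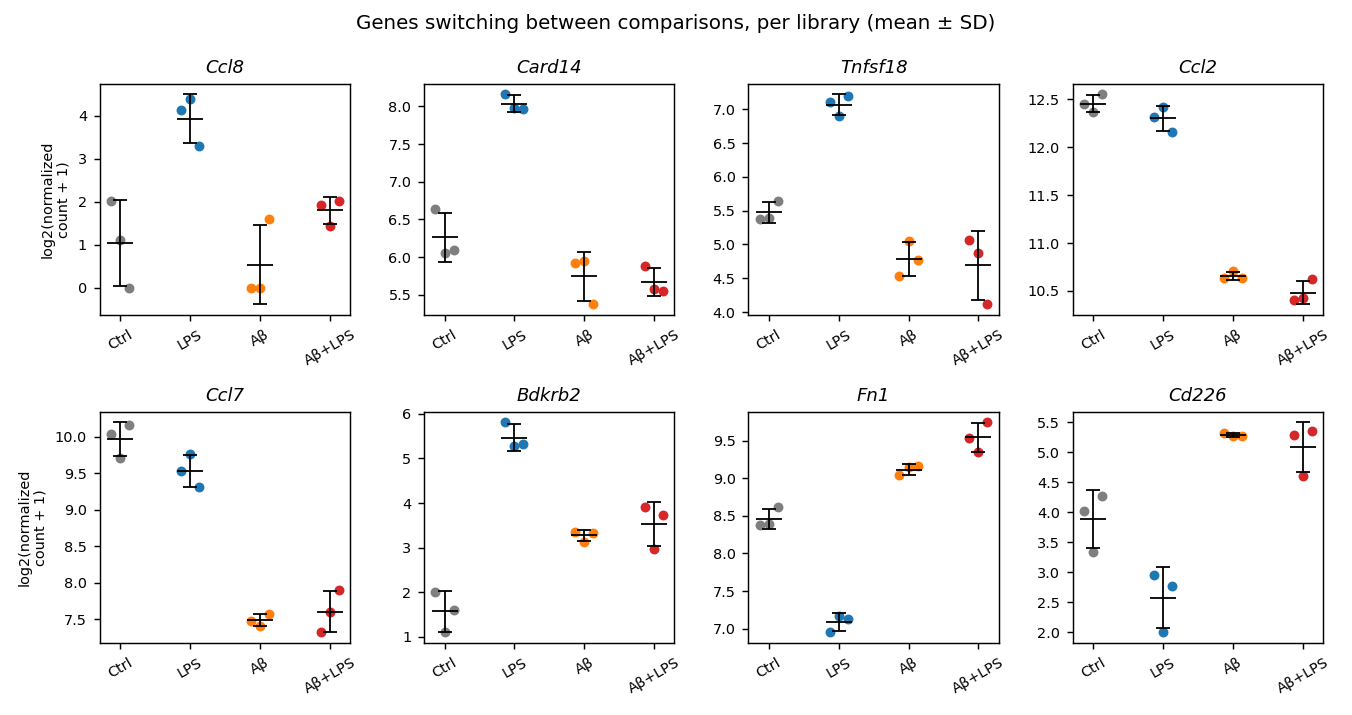
Log2(normalized count + 1) of Ccl8, Card14, Tnfsf18, Ccl2, Ccl7, Bdkrb2, Fn1 and Cd226 (vertical axes) in the 4 groups (horizontal axes), 1 point per library with the mean and SD in black. Card14, Tnfsf18 and Bdkrb2 peak in LPS, while Fn1 and Cd226 are lowest in LPS.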

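Ccl2 and Ccl7, which attract monocytes, fell with Aβ added to LPS, while some other chemokine genes rose. Ccl2 stood at 5633 ± 367 normalized counts in Ctrl, 5064 ± 454 in LPS, 1613 ± 47.5 in Aβ and 1432 ± 123 in Aβ+LPS (n = 3 each), a log2(fc) of −1.82 in Aβ+LPS vs. LPS (SE 0.06, adjusted p = 6.1e-16 from limma). Ccl7 stood at 1006 ± 156, 745 ± 114, 179 ± 10.4 and 196 ± 39.3 normalized counts, with −1.93 (SE 0.13, adjusted p = 3.5e-11 from limma). In LPS vs. Ctrl both were within the fold threshold of a switcher, with −0.16 for Ccl2 (adjusted p = 0.054) and −0.43 for Ccl7 (adjusted p = 0.0097, both from limma). Single libraries decide those LPS calls, as Ccl2 had −0.20 (adjusted p = 0.026) without Ctrl replicate 2, −0.22 (adjusted p = 0.0088) without LPS replicate 2 and −0.16 (adjusted p = 0.035) without Aβ+LPS replicate 3, and Ccl7 had −0.34 (adjusted p = 0.065) without Ctrl replicate 3 and −0.32 (adjusted p = 0.066) without LPS replicate 3. Of 20 chemokines, 11 rose and 6 fell in Aβ+LPS vs. LPS (11 and 6 when adjusted over the list alone), with an adjusted p of 0.02 from camera and an adjusted p = 0.24 with an estimated correlation. Those that rose include Cxcl2, which attracts neutrophils, with a log2(fc) of 3.44, and those that fell include Ccl6 with −1.64 and Ccl12, another ligand of CCR2, with −2.38. LPS alone raised 13 and lowered 3 of them (13 and 4 when adjusted over the list alone, adjusted p = 2.4e-06 from camera and adjusted p = 0.048 with an estimated correlation).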

Another strongly Aβ-affected GO-term was “Plasma membrane”-related GOI (1840 genes in total), which showed a total change of 17.4% following Aβ treatment compared to gene expression after LPS-induced maturation. 

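Genes of membrane proteins moved in both directions when Aβ was added to LPS. Of 2745 measured plasma membrane genes, 996 were higher and 846 lower (1024 and 864 when adjusted over the list alone), of which 360 rose and 218 fell by more than 1 on the log2 scale. Vnn3, a pantetheinase, rose by 3.27 and Daglb, a diacylglycerol lipase, had a log2(fc) of −1.95. The changed share was 67.1%, against 53.5% of other tested genes, an odds ratio of 1.77 with a 95% interval of 1.62 to 1.94 (Fisher's exact test, two-sided, adjusted p = 1.2e-37). Since the paper chose the term from these same libraries, this p-value is no independent evidence. Of the 6093 genes marked for the term in the deposited table, 531 were switchers, or 8.71%, and 19.3% of the members tested. Among them 175 went from not significant to up, 161 from not significant to down, 120 from up to not significant and 43 from down to not significant.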

We observed 1% of GOI switching from up- to down-regulation (including *Tnfsf18, Bdkrb2, Ltk*, and *Fyb2*) and 0.3% switching from down- to up-regulation (including *Fn1, Ednrb, CD226*, and *Tmc3*).

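Bdkrb2, a bradykinin receptor, rose with LPS from 2.08 ± 0.950 to 43.9 ± 9.64 normalized counts and stood at 11.0 ± 3.70 in Aβ+LPS (n = 3 each), a log2(fc) of −1.93 (SE 0.39, adjusted p = 2.6e-04 from limma). Fyb2, an adaptor of T-cell signaling, stood at 4.58 ± 0.530, 15.4 ± 8.22 and 4.30 ± 1.10, with 1.45 in LPS vs. Ctrl and −1.54 in Aβ+LPS vs. LPS (adjusted p = 0.013 from limma). Ltk, a receptor tyrosine kinase, was below the expression filter, with 0.677 ± 1.17, 7.86 ± 4.40 and 0 normalized counts in Ctrl, LPS and Aβ+LPS. In the other direction, Fn1, the matrix protein fibronectin, fell from 352 ± 34.4 to 135 ± 10.9 with LPS and rose to 751 ± 101 in Aβ+LPS, a log2(fc) of 2.46 (SE 0.10, adjusted p = 4.3e-15 from limma). Cd226, a receptor for nectin-like adhesion molecules, Tmc3, a transmembrane channel-like gene, and Ednrb, an endothelin receptor, had −1.31, −1.33 and −2.07 in LPS vs. Ctrl and 2.51, 2.14 and 1.40 in Aβ+LPS vs. LPS. Ednrb stayed below Ctrl, with mean normalized counts of 74.9 in Ctrl, 18.8 in LPS, 46.9 in Aβ and 46.6 in Aβ+LPS. Cd226 and Tmc3 had 14.3 and 16.0 in Ctrl and lay above that in Aβ+LPS, at 33.8 and 26.8. Among plasma membrane genes, 21 switched from up to down, or 0.345% of the 6093 marked, and 11 from down to up, or 0.181%. Without LPS replicate 2, Fyb2 had −1.16 (adjusted p = 0.095) in Aβ+LPS vs. LPS and 1.06 (adjusted p = 0.14) in LPS vs. Ctrl, where it had 1.38 (adjusted p = 0.059) without Ctrl replicate 1. Without Ctrl replicate 3, Tmc3 had −0.95 (adjusted p = 0.061) in LPS vs. Ctrl (all from limma).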

To confirm the results, we selected 11 switcher genes and verified their relative changes via regular qPCR. With the exception of Fyb2, we could confirm the direction of the switch for all GOI. Importantly, we found a significant down-regulation of key immune modulators such as CCL8 and TNFSF18 (Figure S8B). These results suggest that the prerequisites for proper antigen presentation might be impaired on a transcriptional level due to changes in immune pathways following Aβ exposure in this *in vitro* model.

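Genes of dendritic cell maturation and inflammation were further up-regulated when Aβ was added to LPS. All 20 measured genes of maturation and migration rose (20 when adjusted over the list alone), with an adjusted p of 6.7e-17 from camera and an adjusted p = 0.0027 with an estimated correlation. Ccl17, a chemokine gene for CCR4, went from 652 ± 27.2 to 3974 ± 265 normalized counts (n = 3 each), and Il12b rose by 4.05 on the log2 scale (SE 0.10, adjusted p = 1.4e-18 from limma). Of 19 inflammatory cytokines and mediators, 18 rose and 1 fell (18 and 1 when adjusted over the list alone, adjusted p = 2.2e-13 from camera and adjusted p = 0.0052 with an estimated correlation), with Il1b at 4.70. In the NF-kB pathway, 18 of 20 genes rose and 0 fell (19 and 0 when adjusted over the list alone, adjusted p = 2.0e-12 from camera and adjusted p = 0.0064 with an estimated correlation), among them Nfkb2 with 1.44 and Traf1 with 2.47. Genes that a repeated LPS stimulus usually dampens rose as well, 11 of 14, and 2 fell (11 and 2 when adjusted over the list alone, adjusted p = 8.9e-08 from camera and adjusted p = 0.0066 with an estimated correlation). Interferon-stimulated genes moved both ways, with 8 higher and 6 lower of 25 (9 and 6 when adjusted over the list alone, adjusted p = 0.8 from camera), such as Isg15 at 1.26 and Oas3 at −0.98. Pattern recognition receptors had 10 higher and 6 lower of 22 (11 and 6 when adjusted over the list alone, adjusted p = 0.1 from camera), with Cd14 at 2.45 and Tlr8 at −1.43. Macrophage markers moved with these groups, 9 of 13 falling and 2 rising (9 and 2 when adjusted over the list alone, adjusted p = 0.0013 from camera and adjusted p = 0.033 with an estimated correlation). The paper reasons that MHC II-related and co-stimulatory genes rose with Aβ while antigen presentation was reduced, and from the switched genes of immune pathways it raises the possibility that prerequisites of antigen presentation are impaired at the transcriptional level.

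**Figure D4:**
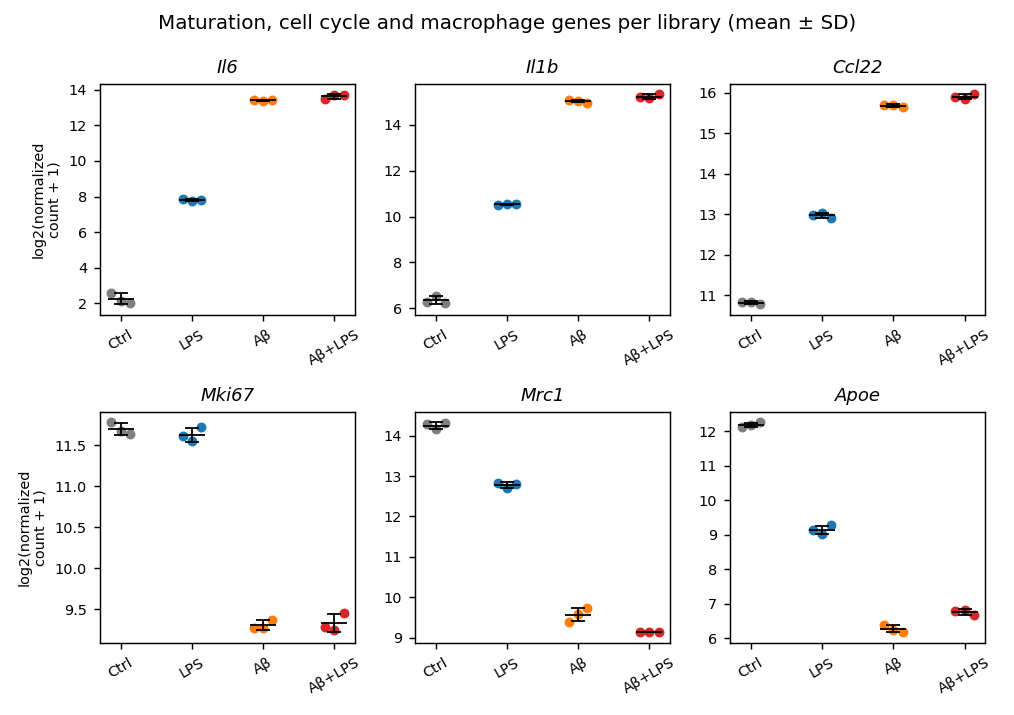
Log2(normalized count + 1) of Il6, Il1b, Ccl22, Mki67, Mrc1 and Apoe (vertical axes) in the 4 groups (horizontal axes), 1 point per library with the mean and SD in black. The cytokine and chemokine genes are highest and Mki67, a gene of dividing cells, Mrc1 and Apoe are lowest in the groups with Aβ.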

## Discussion

Our data on antigen presentation inhibition in the presence of aggregated Aβ species adds to the mounting body of genetic and experimental evidence of beta-amyloid-induced immune dysfunction in AD and AD models. In addition to the well-studied AD pathology-related alterations in microglial phenotype and function (43, 44), we provide new insights into beta-amyloid-induced alterations in APCs and T-cells, key players of brain immune surveillance.

Indeed, genome-wide association studies (GWAS) have shown a link between AD risk and gene variants related to immune response in general and antigen presentation in particular. HLA loci have been consistently identified in GWAS of AD risk, both in late (45) and early onset (46) AD types. A systematic analysis of GWAS for AD pathology-associated pathways highlighted “MHC class II receptor activity” and “antigen processing and presentation” among the most significantly over-represented GO terms (47).

The recent re-discovery of dural lymphatics using transgenic reporter mice and advanced *in vivo* imaging (12, 13, 48, 49) has shed novel light on immune pathways in neurodegeneration. The dural lymphatic system is thought to be among the major CSF efflux pathways toward cervical lymph nodes, together with formerly described routes along the olfactory nerve through the cribriform plate and other cranial nerves (50). The contribution of the different efflux routes is still a matter of debate. But indeed, brain-derived solutes such as tau and Aβ have been shown to drain to deep cervical lymph nodes supposedly via the glymphatic pathway and the above-mentioned CSF draining routes (51, 52). In the deep cervical lymph nodes they can be processed and presented by DCs in order to prime naïve T-cells. In a possible scenario, Aβ oligomers could drain to deep cervical lymph nodes and induce activation of matching T-cells with reactivity toward beta-amyloid-derived epitopes. Those T-cells may reach the CSF via the choroid plexus or by crossing the blood-brain-barrier (BBB), are reactivated by local APCs at the brain boundaries, are licensed to enter the parenchyma and promote phagocytosis of beta-amyloid-derived material via IFNγ release. Indeed, Aβ-specific pro-inflammatory T-cells injected into the cerebral ventricles have been shown to reduce beta-amyloid plaque burden in other APP and PSEN1 transgenic animal models, including the APPPS1-21 (53) and the 5xFAD (26) model. Specifically in the latter model, a mechanism involving upregulation of MHC-II on microglia has been described (26). Impaired brain APCs' function might block the reactivation of surveilling T-cells, thus leading to uncontrolled Aβ deposition.

Here, we asked whether Aβ could directly affect phenotype and function of APCs. To answer this question, we used both *ex vivo* and *in vitro* approaches. *Ex vivo*, we took advantage of the reproducible and time-dependent accumulation of human Aβ in an APP-transgenic animal model to explore how beta-amyloid pathology would influence immune cell phenotypes and numbers. While the APP-PS1 model, like all APP-transgenic mouse models, was not originally designed to address immunological questions, it has been widely used in the field to study the effect of beta-amyloid pathology on a variety of cell types, including microglia (54).

In this model, we observed that the rise of oligomeric, amyloidogenic Aβ1-42 species coincided with a reduced surface MHC-II expression per cell in brain-derived APCs (Figure 2D). In addition, the levels of surface MHC-II and Aβ oligomers were inversely correlated, suggesting a direct link (Figure 2E). Lower per-cell surface expression of MHC-II is typical of immature DCs and indicative of low functionality (42). Nevertheless, previous reports have stated an overall increase of MHC-II protein in hippocampus of patients with mild to moderate AD compared to brains of non-demented controls (55). Those results are consistent with our observation of increasing total numbers of MHC-II+ cells in the brain during beta-amyloid pathology progression (Figure 2C). In fact, microglia have been shown to migrate toward Aβ plaques and surround them within 1–2 days of their formation (4, 8). Moreover, both parenchymal microglia and CNS border-associated macrophages expressing MHC-II have been found clustering around parenchymal and vascular beta-amyloid depositions, respectively (56). However, it remains speculative if the cerebral immune system recruits additional MHC-II+ APCs to beta-amyloid-burdened sites, in order to compensate for the reduced antigen presentation capacity of local APCs.

While APC alterations appeared as early as at 8 months of age, alterations in T-cells were not apparent until 14 months of age (Figure 3). The reduced frequency of pro-inflammatory T-cells might represent a late effect of dysfunctional brain antigen presentation in aged APP-PS1 transgenic mice. Likewise, it might be possible that both effects are unrelated. The causes of the observed MHC-II and T-cell alterations could be various, among them an accelerated aging phenotype of both immune cell types. Nevertheless, whether the accumulation of different aggregated Aβ species mediates immune senescence in physiological or pathological conditions remains to be elucidated. Moreover, both MHC-II levels and pro-inflammatory T-cell frequencies in late disease stages might be also reduced because of direct toxic effect of Aβ or due to chronic antigenic stress leading to immune overreaction and exhaustion (57). Furthermore, chronically high levels of Aβ have been shown to cause immune tolerance or hypo-responsiveness to Aβ epitopes in APP-transgenic mice (58) and given the early presence of cerebral amyloid angiopathy (CAA) in our model (59), it is possible that Aβ species, including oligomeric forms, might drain constantly into the periphery inducing long-term immune exhaustion.

Our subsequent *in vitro* experiments were geared to clarify these points. By using a well-established assay of antigen presentation (31) we tested the hypothesis that Aβ has a direct and acute effect on antigen-presenting cells. We proved that acute treatment with *in vitro* produced Aβ1-42 oligomers (but not amylin oligomers or the largely monomeric Aβ1-42 scrambled control) can impair antigen presentation by acting on DCs directly. Most probably, this effect is caused by specific conformational changes of Aβ. In fact, *in vitro* produced low-molecular weight (8–70 kDa) oligomeric structures of Aβ from human AD brains have been shown to be most immune-reactive (35). However, our choice of control (scrambled control peptide) did not allow us to establish this specifically. Overall, further *in vitro* studies using different well-characterized Aβ aggregation states and species would be needed to elucidate the exact process. Surprisingly, the effect on APCs in this experimental *in vitro* setting was independent on MHC-II surface levels, as opposed to what we observed in *ex vivo* experiments. We speculate that the acute treatment used in the *in vitro* experiments cannot fully recapitulate the *in vivo* setting, with continuous and prolonged exposure to aggregated Aβ species for many months. It is very likely that the chronic exposure to different Aβ aggregation forms *in vivo* leads to further exhaustion of APCs, which is not reflected in the *in vitro* experiments.

In our search for a mechanism explaining the inhibitory effect of Aβ on DCs, we performed RNAseq analysis of oligomeric Aβ-treated cells. We provide here the first characterization of Aβ-induced effects on immune gene expression in DCs. Our results indicate that Aβ is not overly toxic to DCs, but selectively targets the transcription of genes related to a variety of cellular functions. 

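Genes of apoptosis and targets of p53 fell more often than they rose in Aβ+LPS vs. LPS, genes against oxidative stress rose more often, and genes of the cell cycle all fell. Of 20 apoptosis genes, 3 rose and 12 fell (3 and 13 when adjusted over the list alone), with an adjusted p of 0.032 from camera and an adjusted p = 0.11 with an estimated correlation. Fas, a death receptor, rose by 0.72 and Pmaip1, which encodes the death protein NOXA, had a log2(fc) of −1.20. None of 14 targets of p53 rose and 13 fell (13 when adjusted over the list alone, adjusted p = 2.0e-06 from camera and adjusted p = 0.0066 with an estimated correlation), such as Phlda3, which went from 1714 ± 71.6 to 664 ± 17.3 normalized counts (n = 3 each). Genes against oxidative stress mostly rose, 14 of 20, with 2 lower (14 and 2 when adjusted over the list alone, adjusted p = 2.0e-05 from camera and adjusted p = 0.13 with an estimated correlation), led by Sod2, mitochondrial superoxide dismutase, with 1.81. In the unfolded protein response, 13 of 20 genes rose and 2 fell (13 and 2 when adjusted over the list alone, adjusted p = 0.011 from camera and adjusted p = 0.25 with an estimated correlation), with Atf4, its transcription factor, at 0.50. Heat shock genes had 4 higher and 3 lower of 11 (4 and 3 when adjusted over the list alone, adjusted p = 0.57 from camera), with Hspa1b at 1.62. All 22 genes of the cell cycle fell (22 when adjusted over the list alone), with a median log2(fc) of −2.75 and an adjusted p of 5.8e-20 from camera (adjusted p = 0.0013 with an estimated correlation). Mki67, a marker of dividing cells, went from 3167 ± 188 to 641 ± 49.9 normalized counts. Cell death itself was not measured by sequencing.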

We identified a number of genes in GO terms “innate immune response” and “cellular response to TNF” that were significantly altered by Aβ oligomer treatment. Among these genes, we observed a down-regulation of important chemokines, such as CCL8, a member of the monocyte chemoattractant protein (MCP) family, also known as MCP-2. Murine CCL8 acts as a CCR1, CCR2b, CCR5, and CCR8 agonist (60, 61), attracting regulatory T-cells, CD4+ thymocytes, monocyte-derived DCs and macrophages. Further downregulated chemokines upon Aβ treatment were CCL2 (MCP-1) and CCL7. The role of CCL2, the agonist of CCR2 receptors on monocytes and macrophages, is a matter of debate in AD research. Some studies have found elevated protein levels of CCL2 in human AD brain tissue (62, 63) suggesting it as a marker for AD severity. However, other studies have shown that the CCL2/CCR2 axis might be impaired in AD pathology, thus preventing chemotaxis of monocyte-derived phagocytes to sites of beta-amyloid accumulation (64). Importantly, another down-regulated gene was *Tnfsf18* (Tumor Necrosis Factor (Ligand) Superfamily, Member 18), expressing a cytokine that binds to glucocorticoid-induced TNFR-related receptor (GITR) and regulates multiple T-cell responses. As co-stimulator it was shown to lower the threshold for T-cell activation and T-cell proliferation (65). It is also involved in cell-adhesion by up-regulating the expression of VCAM-1 and ICAM-1 (66), both involved in the formation of the immunological synapse between T-cells and APCs (67). Unsurprisingly, the GO term “amyloid-beta binding” was also amongst the pathways affected by Aβ. It is interesting to note that an additional GO term profoundly impacted by Aβ was “extracellular exosome.” 

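Nearly every measured gene of the term amyloid-beta binding changed in Aβ+LPS vs. LPS, 23 of 38 up and 14 down (23 and 14 when adjusted over the list alone). Marco, a scavenger receptor, rose from 1152 ± 53.8 to 3447 ± 227 normalized counts (n = 3 each), and Tlr2, a receptor of bacterial lipoproteins, rose by 1.17 on the log2 scale. Apoe went from 567 ± 48.3 to 108 ± 5.80 normalized counts, and Itm2b, a membrane protein that binds the amyloid precursor, had a log2(fc) of −0.88. The changed share was 97.4% (Fisher's exact test, two-sided, odds ratio 29.1, 95% interval 4.90 to 1174, adjusted p = 1.3e-07). Since the paper chose the term from these same libraries, this p-value is no independent evidence. In a separate list of 24 amyloid-beta binding genes fixed before the data were examined, 8 rose and 12 fell (9 and 12 when adjusted over the list alone, adjusted p = 0.25 from camera), with the growth factor gene Igf1 at −1.51. Of 23 scavenger and amyloid-beta receptors, 8 rose and 11 fell (8 and 11 when adjusted over the list alone, adjusted p = 0.42 from camera), with Mertk, a receptor for dying cells, at −1.08.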

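Exosome genes moved both ways, with 22 of 58 measured members of extracellular exosome higher and 24 lower in Aβ+LPS than in LPS (22 and 24 when adjusted over the list alone). Qsox1, a secreted sulfhydryl oxidase, rose by 1.24, and Sdcbp, which encodes syntenin, a scaffold of exosome formation, went from 17197 ± 348 to 11623 ± 265 normalized counts (n = 3 each), a log2(fc) of −0.57 (SE 0.04, adjusted p = 3.2e-10 from limma). The term's changed share was 79.3% (Fisher's exact test, two-sided, odds ratio 3.01, adjusted p = 5.2e-04). This term, too, was chosen from these same libraries. Of 18 genes of exosome biogenesis in a list fixed before the data were examined, 4 rose and 9 fell (4 and 9 when adjusted over the list alone, adjusted p = 0.26 from camera), with the tetraspanins Cd82 and Cd81 at log2(fc) values of 0.94 and −0.54.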

DC-derived exosomes have been shown to carry antigens and functional MHC peptide complexes (68). It remains the possibility that Aβ inhibits BM-DCs' antigen presentation via changes in exosome composition and release. Indeed, “plasma membrane” and “external side of plasma membrane” were amongst the top 10 GO terms affected by Aβ. It is also interesting to note that “myelin sheath” appeared as one of the top 10 GO terms for cellular compartment. 

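Among 257 measured genes of the external side of plasma membrane, 120 were higher and 67 lower in Aβ+LPS than in LPS (123 and 68 when adjusted over the list alone). Camera gave an adjusted p of 0.032 for this term, and an adjusted p = 0.55 with an estimated correlation. Cd14, the co-receptor for LPS, went from 11452 ± 266 to 62796 ± 2312 normalized counts (n = 3 each), and Tlr8, a receptor for RNA, from 4088 ± 278 to 1519 ± 74.9. The changed share was 72.8% (Fisher's exact test, two-sided, odds ratio 2.12, adjusted p = 2.5e-07). This term, too, was chosen from these same libraries.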

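Genes of the term myelin sheath fell more often than they rose, with 88 of 169 measured members lower and 36 higher in Aβ+LPS than in LPS (88 and 38 when adjusted over the list alone). Ckb, a creatine kinase, went from 7405 ± 553 to 3539 ± 147 normalized counts (n = 3 each), and Atp6v1b2, a subunit of the proton pump of lysosomes, had a log2(fc) of −0.75. Fscn1, an actin bundling protein of mature dendritic cells that the term also holds, rose by 2.35. Camera gave an adjusted p of 0.0504 for the term's direction, and an adjusted p = 0.55 with an estimated correlation. The changed share was 73.4% (Fisher's exact test, two-sided, odds ratio 2.18, adjusted p = 1.1e-05) in a term chosen from these same libraries, and 14 of 203 genes were switchers. Several members act in mitochondria, and of 21 genes of oxidative phosphorylation in a list fixed before the data were examined, 2 rose and 11 fell (2 and 11 when adjusted over the list alone, adjusted p = 0.018 from camera and adjusted p = 0.42 with an estimated correlation), with Sdha at −0.45.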

While overall toxicity of Aβ to oligodendrocytes has been described (69), Aβ-induced alterations in myelin sheath-related genes in oligodendrocytes remains to be elucidated.

In sum, we show here for the first time that Aβ affects gene expression in primary DCs, with a number of pathways potentially responsible for reduced antigen presentation activity. Further experiments will be required to establish the exact contribution of each pathway to impaired antigen presentation.

In summary, we propose dysfunctional antigen presentation and reduced T-cell activation as novel downstream elements of beta-amyloid pathology. The concept of Aβ-mediated reduced immune surveillance might have important implications. In cancer, impaired antigen presentation, with consequent dysfunction of CNS-associated T-cell functions, leads to immune evasion and uncontrolled growth of neoplastic cells (70). Similarly, in AD, impaired antigen presentation might cause immune evasion of soluble amyloidogenic oligomers, leading to beta-amyloid build-up and its downstream toxicity. As overt T-cell reaction to Aβ and antibody-dependent cellular cytotoxicity (ADCC) in vessels have been linked to meningoencephalitis (11, 71), novel therapeutic approaches should aim at moderately and selectively re-activate the brain's immune system. A detailed characterization of AD-associated immune populations across the AD continuum holds great promise for the identification of novel biomarkers of disease progression, as well as pharmacological targets.

## Data Availability Statement

The raw RNA sequencing data that support the findings of this study are publicly available (NCBI-GEO, accession number *GSE136789*). All of the code that was used for extended data analysis is available online as R or Python packages (see Supplementary Materials and Methods). All other original datasets are available from the corresponding author upon reasonable request.

## Ethics Statement

The animal study was reviewed and approved by Swiss cantonal veterinary office (Canton Zurich, license numbers 145/2014 and 064/2017).

## Author Contributions

RN and MF conceived and jointly directed the study. CG and MF designed the experimental setup. CG and AM performed the experiments, analyzed the data and co-wrote the manuscript. BE and MF provided conceptual assistance and substantively revised the manuscript. All authors read and approved the manuscript.

## Conflict of Interest

RN is member of the board of directors of Neurimmune AG. MF is the co-founder and CSO of the Women's Brain Project. She received consulting fees from Eli Lilly & Co. for a project unrelated to the present paper. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

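RNA was measured in 12 cultures of BM-DCs from C57BL/6J mice, 3 each of untreated cells (Ctrl), cells with LPS, cells with Aβ oligomers (Aβ) and cells with both (Aβ+LPS). The authors mapped the reads with HISAT2 2.1.0 to GRCm38, counted them in genes with featureCounts and compared the groups with DESeq2 in R 3.4.4, as the submitters' notes say. The expression signal deposited per library is a count per gene that the authors divided by a DESeq2 size factor. The log2 fold changes and their standard errors, as deposited, are those of the authors' DESeq2 comparisons. The deposited test score is the Wald statistic of DESeq2, and the p-value columns hold the authors' p-values without and with adjustment. GO columns as deposited mark the members of 11 terms.

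The tables list 53465 genes, of which 26760 had at least 1 read. Whole read counts were recovered from the normalized values with 1 factor per library, and 100% of values came within 0.05 of a whole read. Depth was 23415609 to 29690965 reads in genes per library. Of the gene IDs, 99.8% were found in the GENCODE vM21 annotation of GRCm38, which supplied coordinates. Symbols lacking in the tables were taken from the reference for 285 genes, and 78 symbols stand on more than 1 gene. Coordinates were matched by gene ID. Genes of the fixed lists and of the paper were matched by symbol, taking the gene with the highest mean where a symbol was shared. Deposited GO member lists were matched by symbol as well.

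Genes with a mean of at least 10 normalized counts in at least 1 group were tested, 14324 in all. limma 3.58.1 with an intensity trend was fitted to log2(normalized count + 1) of all 12 libraries, with the group as the only term, which leaves 8 residual degrees of freedom. Comparisons were LPS vs. Ctrl, Aβ+LPS vs. LPS, Aβ vs. Ctrl, Aβ+LPS vs. Aβ and the interaction, which asks whether the effect of Aβ differs with and without LPS. p-values were adjusted over genes by the method of Benjamini and Hochberg, with a threshold of 0.05. They measure the spread between these cultures alone. edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0 were run on the recovered reads as alternatives added after the data were seen. R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9 were used.

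Before the data were examined, 40 gene lists were fixed from textbook knowledge. They cover MHC class II presentation, MHC class I presentation, co-stimulatory ligands, co-inhibitory and tolerogenic genes, DC maturation and migration, chemokines, pro-inflammatory cytokines and mediators, interferon-stimulated genes, NF-kB pathway and feedback, pattern recognition receptors, scavenger and amyloid-beta receptors, plaque-associated microglia genes, lysosome, cholesterol synthesis, LXR and lipid efflux, glycolysis and hypoxia, oxidative phosphorylation, unfolded protein response, NRF2 oxidative stress response, heat shock proteins, apoptosis, cell cycle, exosome biogenesis, amyloid-beta binding, LPS-tolerised genes, DNA damage response of p53, cytosolic ribosomal proteins, mitochondrially encoded mRNA, immediate early genes, macrophages, conventional DC, plasmacytoid DC, neutrophils, mast cells and basophils, eosinophils, B cells, T and NK cells, erythroid cells, osteoclasts, and fibroblasts and stroma. Each was tested with camera at a preset correlation of 0.01, two-sided, adjusted over lists and comparisons, and again with the correlation estimated from residuals and with fry. Members were also counted with p-values adjusted over the list alone. The deposited GO terms were tested in the same way, and with Fisher's exact test. The paper had chosen these terms from the same libraries, so their exact tests in Aβ+LPS vs. LPS are no independent evidence.

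The genes named are those the paper names, the 10 highest and 10 lowest log2 fold changes of LPS vs. Ctrl, Aβ+LPS vs. LPS and Aβ vs. Ctrl past the threshold, with a mean of at least 100 and without overlap between the libraries of the groups, at most 4 members of each list or GO term per comparison with the lowest adjusted p in each direction and those that go against the majority of a list. The genes changed in Aβ+LPS vs. Aβ, the switchers of the TNF term, and examples from GO terms were chosen after their values were seen. The paper's values for Ciita, H2-Eb1, H2-Ab1, Cd80 and Cd86 were known beforehand.

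Principal components used the 500 genes with the highest variance of log2 values, centred and not scaled. Switchers followed the legend of Figure 6, with its fold change read as log2. The correlation of the effects of LPS and Aβ was set against 100 simulations of groups without change that share the Ctrl libraries. The test was run on simulated data with 200 changed genes per comparison and known size factors, where 4.92 to 6.91% of calls were false. The real comparisons called other numbers of genes, so these shares need not hold there. Alternatives were other pseudocounts (0.5 and 5), no filter, a mean of at least 50, only the libraries of the groups compared, the replicate number as a block, the authors' p-values, a log2 fold change over 1 and leaving out each library in turn. The flow cytometry, Aβ assays and qPCR of the paper were not analysed here.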

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

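The tests of why cells with Aβ alone resemble LPS-treated cells and the interval in the test for B-lineage cells were chosen only after the results were seen, while the interaction, the counts, the other splits of the libraries and the test for B-lineage cells were set before the data were examined.

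The effect of Aβ differed between LPS-matured and immature BM-DCs for 4546 genes by the interaction term of limma, a difference between groups that the paper does not test. Of these, 3254 moved the same way with and without LPS but further without it, 298 moved further with LPS and 994 had opposite signs, 187 of them with both effects past the test. The same term is the effect of LPS with Aβ minus its effect without Aβ. LPS changed 20 genes with Aβ and 6630 without it, so the interaction largely restates LPS vs. Ctrl with its sign reversed. Among the genes the paper names, 14 of 20 tested differed. Ciita had an interaction of 0.63 (SE 0.10, adjusted p = 5.2e-05) and H2-Eb1 of 0.59 (SE 0.06, adjusted p = 1.5e-07). LPS alone lowered both. Aβ+LPS lay above LPS by 1.08 and 0.69, and Aβ above Ctrl by 0.45 and 0.09 on the log2 scale. The interaction of Cd80 went the other way with −0.69 (SE 0.08, adjusted p = 4.0e-07). Bdkrb2 had −3.63 (SE 0.55, adjusted p = 2.4e-05), with a log2(fc) of 1.70 for Aβ without LPS and −1.93 with it. H2-Ab1 did not pass, with 0.04 (SE 0.07, adjusted p = 0.7), all from limma. Of the 40 lists, 22 were called for the interaction by camera, 11 of them also with an estimated correlation. In cholesterol synthesis 18 of 21 genes had a positive interaction (19 when adjusted over the list alone, adjusted p = 3.1e-11 from camera and adjusted p = 0.0052 with an estimated correlation), and among inflammatory cytokines and mediators 14 of 19 had a negative one (14 when adjusted over the list alone, adjusted p = 1.3e-13 from camera and adjusted p = 0.0052 with an estimated correlation). The real split of the libraries gave 4546 genes, the highest of 100 splits, and the highest of the others 4425. Other splits mix the treatment groups and hold their effects, so they give no level expected by chance and do not settle whether chance can be excluded.

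Aβ alone changed 9855 genes against Ctrl, while LPS given to cells that already had Aβ changed 20, comparisons whose genes the paper does not report. The 4 that rose in Aβ+LPS vs. Aβ were Apoe, which edgeR did not call (adjusted p = 0.15), Lsp1, Ccl22 and Ighv1-4, an immunoglobulin gene listed at 0 in the other 9 libraries and at 17.7 to 162 normalized counts in Aβ+LPS, and the 16 that fell include Oas3, an interferon-stimulated gene, with a log2(fc) of −0.74 (SE 0.09, adjusted p = 4.6e-04), Rrm2, which makes DNA precursors, with −0.45, and Mrc1 with −0.43. Of these 20 genes, 16 lost their call under at least 1 alternative. At an unadjusted p under 0.05 there were 911 genes, and edgeR and DESeq2 on recovered reads, tools added after the data were seen, called 30 and 40. The 20 became 36 without Ctrl replicate 2, 12 without Aβ replicate 1, 7 without Aβ replicate 2, 8 without Aβ replicate 3, 11 without Aβ+LPS replicate 1 and 7 without Aβ+LPS replicate 2. In simulated data of this depth and spread, the test found 64% of genes that differed 1.5-fold and 90% of those that differed 2-fold between these groups. For each comparison 3 against 3 gives 10 splits, too few for a share under 0.05. The real split called 6630 genes in LPS vs. Ctrl, 8034 in Aβ+LPS vs. LPS, 9855 in Aβ vs. Ctrl and 20 in Aβ+LPS vs. Aβ, and the highest of the other splits called 0, 0, 0 and 1 by limma.

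Cells with Aβ alone held most LPS-responsive genes at or past their LPS level. Of the genes changed in LPS vs. Ctrl, 72.6% changed as much or more in the same direction with Aβ, and 66.5 to 70.5% with the Ctrl libraries divided between the comparisons. These shares compare Aβ and LPS through Ctrl, use no Aβ+LPS library and do not say why LPS added few changes. An LPS-like contaminant of the peptide remains open. Of the genes changed in both comparisons, 96.1% moved in the same direction, as they would in a response that Aβ and LPS share. The paper's text gives no endotoxin measurement. In its other assays scrambled peptide, processed the same way, raised neither MHC-II, CD80 nor CD86 and did not inhibit T-cell responses. Aggregated amylin did not change these T-cell responses. No RNA library of these control peptides was analysed here. No RNA value marks the peptide itself, so exchanged labels of the LPS and Aβ groups can only be judged by setting the RNA values against other results in the paper. That the LPS group lay 3.60 times as far from Aβ+LPS as the Aβ group did is the observation that raised the question and decides nothing. The paper's flow cytometry of other cultures speaks for the labels, as it found more CD80 and CD86 on cells with Aβ and LPS than with LPS alone, where Cd80 and Cd86 had log2(fc) values of 0.89 and 0.96 in Aβ+LPS vs. LPS and 0.08 and 0.04 in Aβ+LPS vs. Aβ. So does the fall of Ciita that the paper describes for LPS, with −0.42 in LPS vs. Ctrl and 0.45 in Aβ vs. Ctrl. The paper's qPCR also ran the way the labels say, with the direction of the switch found for all selected genes except Fyb2. Tnfsf18, which the paper names there, switched from up to down and had a log2(fc) of −0.69 in Aβ vs. Ctrl. With exchanged labels it would fall with LPS. The paper's text does not say whether that RNA came from other cultures, and RNA of the same cultures could share an exchange. Aβ was given over 4 days in total, starting a day before LPS, and LPS for 18 h. In its antigen presentation assays the paper gave the oligomers again when T-cells were added. Its text does not say whether the RNA cultures received this later dose. The times with each stimulus therefore differ between the groups, and the effect of these times or of a later dose was not tested.

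Immunoglobulin transcripts, which dendritic cells do not make, are a signal in genes the paper does not discuss. They came to 34.0 ± 9.64 CPM in Ctrl, 67.8 ± 5.92 in LPS, 129 ± 21.3 in Aβ and 169.9 ± 85.9 in Aβ+LPS (n = 3 each), and were highest in Aβ+LPS replicate 3 with 267. A few B-lineage cells in that library are a candidate source. The 9 B cell genes of a fixed list outside the immunoglobulins summed to 4.48 CPM there, against 0.539 to 4.05 in the other 11 libraries. Its interval of 2.79 to 6.17, counting error widened by the spread between libraries of the group, covers the highest of these. So B-lineage cells particular to that library cannot be told apart from spread between cultures. By group, the sum was 0.539 to 0.996 CPM in Ctrl, 1.62 to 1.92 in LPS and 1.79 to 2.70 in Aβ. In the other Aβ+LPS libraries it was 4.05 and 3.91, above every library outside that group. The most abundant gene, Ighm, had 2520.3 normalized counts in that library, Igkc 834 and Cd79a 53.1, and the paper's text describes no sort of these cultures that would remove B cells. Apart from these cells no explanation was tested for this library, and none for the rise over the groups.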

How the results depend on the processing

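Alternatives were set before the data were examined, with some exceptions. Those chosen after were edgeR and DESeq2 on recovered reads, switchers without a filter and tests of lists without 1 library. Exact tests of GO terms, also by the authors' p-values, were chosen after too. The count of changed genes in LPS vs. Ctrl was 6052 to 6715 with other pseudocounts, filters, only the libraries of the groups compared, the replicate number as a block or the authors' p-values, and 5953 to 6641 without any 1 library. In Aβ+LPS vs. LPS these ranges were 7291 to 8149 and 7319 to 8153, in Aβ vs. Ctrl 8708 to 10103 and 9294 to 10016, and for the interaction 3964 to 4629 and 4012 to 4633. With a log2 fold change over 1 in addition, 1300, 2104, 3348, 1 and 1066 genes remained past both limits in LPS vs. Ctrl, Aβ+LPS vs. LPS, Aβ vs. Ctrl, Aβ+LPS vs. Aβ and the interaction, a stricter limit by construction. The 20 genes of Aβ+LPS vs. Aβ became 12 without a filter, 64 with the libraries of these groups only, 35 and 42 by the authors' p-values over the genes kept and over all genes, and 40 by DESeq2. Without 1 library they were 7 to 36, namely 36 without Ctrl replicate 2, 12 without Aβ replicate 1, 7 without Aβ replicate 2, 8 without Aβ replicate 3, 11 without Aβ+LPS replicate 1 and 7 without Aβ+LPS replicate 2. The first principal component held 84.0% with 1000 genes, 59.7% with 5000, 48.6% with all genes, 93.6% with a pseudocount of 8 and 85.4 to 89.3% without 1 library. The correlation of the LPS and Aβ effects was 0.851 for genes with a mean of at least 50, 0.877 for genes changed in LPS vs. Ctrl, 0.708 and 0.742 with split controls and 0.783 to 0.802 without 1 library. Switchers numbered 6581 by sign alone, 3395 over log2(1.5) and 2042 to 2124 without 1 library. Of 118 calls of lists, 42 were called with an estimated correlation, and without 1 library the calls numbered 112 to 123 in all. Calls of list members came to 626 at a log2 fold change over 1. No named gene past the test reversed its direction. Where fry gave another direction than camera, in 11 of 200 tests of lists and 9 of 60 of GO terms, camera had not called the list, while fry called 3, scavenger and amyloid-beta receptors up in LPS vs. Ctrl (adjusted p = 0.0041), and extracellular exosome up (adjusted p = 1.2e-04) and amyloid-beta binding down (adjusted p = 0.0013) in Aβ vs. Ctrl. More genes were higher than lower in LPS vs. Ctrl, and fewer with a mean of at least 50 (3020 and 3159), the libraries of these groups only (2992 and 3060) and the authors' p-values over the genes kept (3054 and 3067), as in Aβ vs. Ctrl with a mean of at least 50 (4277 and 4431). Apart from limits that are stricter by construction the cause was not tested. Of the named genes that were called, 202 of 219 kept their call under every alternative in Aβ+LPS vs. LPS, 189 of 209 in LPS vs. Ctrl, 183 of 191 in Aβ vs. Ctrl, 143 of 158 for the interaction and only 4 of 20 in Aβ+LPS vs. Aβ.

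Replicate numbers do not pair the libraries, as the residuals of 18 pairs with the same number correlated at −0.0861 to 0.0367, and 4 of 12 libraries correlated best with one of their own number. With the number as a block, 6715, 8111, 9896, 24 and 4629 genes were called in LPS vs. Ctrl, Aβ+LPS vs. LPS, Aβ vs. Ctrl, Aβ+LPS vs. Aβ and the interaction. By camera the block added the calls of myelin sheath in Aβ+LPS vs. LPS (adjusted p = 0.0457, against 0.0504 without) and plasmacytoid DC in LPS vs. Ctrl (adjusted p = 0.0448, against 0.0513 without) and ended that of pattern recognition receptors in Aβ vs. Ctrl (adjusted p = 0.0558, against 0.0464 without).

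Depth limits genes with few reads, and in simulated data 66% of genes that differed 1.5-fold and 96% of those that differed 4-fold were found in Aβ+LPS vs. LPS.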

Differences from the paper's values

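Shares over the members tested and over the paper's own number of genes, switchers without a filter and Fisher's exact tests were chosen after the values were seen. A gap is called closed where neither value is more than 1.5 times the other.

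For plasma membrane the paper gives 1840 genes, where the deposited table marks 6093, of which 2745 were tested, and none of the 15 alternatives changes that number. The paper's share of switchers is 17.4%, and here it was 8.71%. The gap closes by sign only (21.2%) and at log2(1.5) (13.8%), and stays open with the authors' values (8.93%) and without any 1 of the 12 libraries. Over the 2745 members tested, a denominator chosen after seeing the values that drops Ltk of the paper's called genes, the shares were 19.3% in all, 0.765% up to down and 0.401% down to up, all within 1.5 times the paper's. The paper gives 1% for up to down, against 0.345% here, and none of the alternatives set before the data were examined closes this gap. It gives 0.3% for down to up, against 0.181% here, and log2(1.5) closes the gap (0.410%), as do 2 of the 12 settings without 1 library, while sign only and the authors' values do not. The paper's text does not say which 1840 genes it counted, so the switchers of all 6093 marked genes can only be set against that number, a denominator chosen after seeing the values. Those found with the authors' deposited values, which drop none of the paper's called genes, come to 1.03% up to down, 0.272% down to up and 29.6% in all, and those found here, which drop Ltk, to 1.14%, 0.598% and 28.9%.

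For amyloid-beta binding the paper's bar stands at about 16% in Figure 6F, read by eye, and here 5 of 51 genes switched, or 9.80%. The authors' values (13.7%) and 7 of the 12 settings without 1 library close the gap, and sign only and log2(1.5) do not. Without a filter on low values, chosen after seeing the values, the share was 15.7%, and of the paper's called genes this drops Fyb2 alone. Over the 38 members tested, also chosen after seeing the values, it was 13.2%, which drops Ltk of the paper's called genes.

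The counts of genes printed in the volcano plots of Figure 6 match those in the deposited tables at an adjusted p under 0.05, 3029 higher and 3024 lower in LPS vs. Ctrl and 3802 higher and 3846 lower in Aβ+LPS vs. LPS. The share of the first component in Figure 6B is about 94% and of the second about 4%, read by eye, and a pseudocount of 8, set before the data were examined, gives 93.6% and 4.48%.

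The paper names Ltk as switching from up to down, and here it was below the filter. Without a filter it had a log2(fc) of 2.51 in LPS vs. Ctrl and −3.04 in Aβ+LPS vs. LPS, past the test in both, and the authors' values class it as the paper does.

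The paper reads the Aβ effect as very different from that of LPS. Here 96.1% of the 5799 genes changed by both moved in the same direction, while 148 and 77 moved in opposite ones. Both comparisons share the Ctrl libraries, and with these divided between them, chosen after the values were seen, 95.8 to 97.0% of 4072 to 4837 genes moved in the same direction. These shares leave out genes that only Aβ or only LPS changed. Against Ctrl, Aβ changed 9855 genes and LPS 6630. Along the first component Aβ lay beyond LPS on the same side of Ctrl. The second component set LPS, at 17.9, apart from Ctrl at −10.2 and Aβ at −3.66. Aβ was not tested against LPS directly. Of the groups with Aβ the paper says that they clustered apart with much higher variance, which may mean the spread within groups or the distance between them. Within groups, the median SD of a gene was 0.0879 in Aβ and 0.0886 in Aβ+LPS, against 0.0921 in Ctrl and 0.107 in LPS, whereas the distance from Ctrl was larger for Aβ.

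The paper describes its 11 terms as altered only in Aβ+LPS vs. LPS. By Fisher's exact test, two-sided, the lists with more changed genes than the rest numbered 12 of 12 there and also 10 in LPS vs. Ctrl and 9 in Aβ vs. Ctrl, and by the authors' deposited adjusted p-values 12, 12 and 12, though the paper compared top ranks of terms, a different measure. Since the terms were chosen from Aβ+LPS vs. LPS in these libraries, the count for that comparison follows from the choice. The paper places Ccl8, Card14 and Tnfsf18 among genes of innate immune response and the TNF term, and none of the 3 is in the deposited member list of innate immune response, while Ccl2 and Ccl7 are in both.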

Other observations

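The test of the deposited gene column was chosen after the result was seen.

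Metabolic genes moved with Aβ added to LPS. In glycolysis and hypoxia 17 of 20 genes rose and 0 fell (18 and 0 when adjusted over the list alone, adjusted p = 6.3e-10 from camera and adjusted p = 0.03 with an estimated correlation), among them Slc2a1, the glucose transporter GLUT1, with a log2(fc) of 1.04 and the lactate exporter Slc16a3 with 1.28. LPS alone lowered cholesterol synthesis, with 18 of 21 genes lower and 1 higher (19 and 1 when adjusted over the list alone, adjusted p = 7.5e-10 from camera and adjusted p = 0.0064 with an estimated correlation), and with Aβ added 12 of 21 genes rose and 3 fell (13 and 3 when adjusted over the list alone, adjusted p = 0.015 from camera and adjusted p = 0.12 with an estimated correlation). Of LXR targets and lipid efflux genes 2 of 14 genes rose and 8 fell (2 and 8 when adjusted over the list alone, adjusted p = 0.0025 from camera and adjusted p = 0.042 with an estimated correlation), with the fatty acid carrier Fabp5 at −1.33. In the lysosome 5 of 25 genes rose and 18 fell (5 and 18 when adjusted over the list alone, adjusted p = 7.3e-04 from camera and adjusted p = 0.22 with an estimated correlation), with the acid lipase Lipa at −1.28. For cytosolic ribosomal proteins 0 of 22 genes rose and 22 fell (0 and 22 when adjusted over the list alone, adjusted p = 3.6e-08 from camera and adjusted p = 0.17 with an estimated correlation), with Rpl3 at −0.67, for mitochondrially encoded mRNA 6 of 10 genes rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 0.057 from camera), with mt-Nd1 at 0.33, and among immediate early genes 5 of 12 genes rose and 4 fell (6 and 5 when adjusted over the list alone, adjusted p = 0.76 from camera), with Egr2 at 0.39.

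LPS alone lowered 14 of 22 cell cycle genes and raised 0 (14 and 0 when adjusted over the list alone, adjusted p = 7.2e-04 from camera and adjusted p = 0.029 with an estimated correlation), with a median log2(fc) of −0.35. With Aβ on top of LPS the median was −2.75 in Aβ+LPS vs. LPS, and the difference between these comparisons was not tested. Genes that microglia around plaques raise fell more often than they rose with Aβ in these cells. In that list 6 of 22 genes rose and 16 fell (6 and 16 when adjusted over the list alone, adjusted p = 6.5e-04 from camera and adjusted p = 0.2 with an estimated correlation), with Apoe down and Cst7, a cystatin, at 1.08. LPS on top of Aβ shifted the interferon-stimulated genes, of which 3 of 25 fell and 0 rose (21 and 0 when adjusted over the list alone, adjusted p = 2.5e-29 from camera and adjusted p = 0.069 with an estimated correlation), with a median log2(fc) of −0.39 and Oas3 lowest in adjusted p.

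Marker genes show which other cells the cultures may hold, and dendritic cells express several of them. The summed markers do not measure a number of cells, and the B cell test gave 4.48 CPM in 1 library of Aβ+LPS and 4.05 and 3.91 in the others of that group. In Aβ+LPS vs. LPS, for conventional DC 7 of 15 genes rose and 4 fell (7 and 5 when adjusted over the list alone, adjusted p = 0.62 from camera), with Clec10a at −2.04, and for plasmacytoid DC 6 of 8 genes rose and 0 fell (7 and 0 when adjusted over the list alone, adjusted p = 0.025 from camera and adjusted p = 0.18 with an estimated correlation), with Tcf4 at 0.56. For neutrophils 6 of 11 genes rose and 4 fell (6 and 4 when adjusted over the list alone, adjusted p = 0.11 from camera), with Lcn2 at 2.94, for mast cells and basophils 4 of 5 genes rose and 0 fell (4 and 0 when adjusted over the list alone, adjusted p = 0.025 from camera and adjusted p = 0.11 with an estimated correlation), with Hdc among those that rose, and for eosinophils 0 of 5 genes rose and 3 fell (0 and 4 when adjusted over the list alone, adjusted p = 0.027 from camera and adjusted p = 0.13 with an estimated correlation), with Ear2 at −1.30. For B cells 3 of 4 genes rose and 0 fell (4 and 0 when adjusted over the list alone, adjusted p = 0.18 from camera), for T and NK cells 1 of 4 genes rose and 2 fell (1 and 2 when adjusted over the list alone, adjusted p = 0.81 from camera), with Lck at 1.30, and for osteoclasts 3 of 8 genes rose and 5 fell (3 and 5 when adjusted over the list alone, adjusted p = 0.45 from camera), with Acp5 at −0.42. Of fibroblast and stroma genes 5 of 7 genes rose and 1 fell (5 and 1 when adjusted over the list alone, adjusted p = 0.017 from camera and adjusted p = 0.095 with an estimated correlation), with the proteoglycan Dcn at 5.00. The erythroid list had 1 measured gene, Car2, which rose by 2.19 (adjusted p = 7.0e-18 from limma), a test of that gene and not of a list, though the counts of lists called hold this list in each comparison.

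The deposited gene column for innate immune response may hold the genes of cellular response to TNF, as all 150 genes marked in it are marked in the TNF column too, while 39 of them are in the deposited member list of innate immune response, which matches 454 genes. In Figure 6F the bars of these terms stand at the same height by eye. For the other 10 terms the column and the member list hold the same genes.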
